# Maternal patterns of inheritance alter transcript expression in eggs

**DOI:** 10.1186/s12864-023-09291-8

**Published:** 2023-04-10

**Authors:** Nathan D. Harry, Christina Zakas

**Keywords:** Maternal effects; regulatory evolution; EvoDevo; parental genetic effects

## Abstract

**Background:**

Modifications to early development can lead to evolutionary diversification. The early stages of development are under maternal control, as mothers produce eggs loaded with nutrients, proteins and mRNAs that direct early embryogenesis. Maternally provided mRNAs are the only expressed genes in initial stages of development and are tightly regulated. Differences in maternal mRNA provisioning could lead to phenotypic changes in embryogenesis and ultimately evolutionary changes in development. However, the extent that maternal mRNA expression in eggs can vary is unknown for most developmental models. Here, we use a species with dimorphic development— where females make eggs and larvae of different sizes and life-history modes—to investigate the extent of variation in maternal mRNA provisioning to the egg.

**Results:**

We find that there is significant variation in gene expression across eggs of different development modes, and that there are both qualitative and quantitative differences in mRNA expression. We separate *parental* effects from *allelic* effects, and find that both mechanisms contribute to mRNA expression differences. We also find that offspring of intraspecific crosses differentially provision their eggs based on the parental cross direction (a *parental* effect*)*, which has not been previously demonstrated in reproductive traits like oogenesis.

**Conclusion:**

We find that maternally controlled initiation of development is functionally distinct between eggs of different sizes and maternal genotypes. Both allele-specific effects and parent-of-origin effects contribute to gene expression differences in eggs. The latter indicates an intergenerational effect where a parent’s genotype can affect gene expression in an egg made by the next generation.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-023-09291-8.

## Background

The unfertilized egg is a key time point to understand how differences in maternal provisioning affect ontogeny. In all metazoans, the first stages of embryonic development are carried out entirely by maternal proteins and mRNAs loaded into the oocyte [1–3]. Control of development only transfers to the zygotic genome after a few cell divisions during a period called the maternal-to-zygotic transition, when the zygotic genome is activated by maternal transcription factors [1–5]. Because maternal transcripts directly control the offspring’s initial development, variation in maternal mRNA composition and abundance could profoundly alter subsequent developmental processes [6–9]. Changes in maternal mRNA expression may allow for shifts in development that ultimately lead to changes in life-history traits [10–14].

Egg size is a cornerstone trait of life-history theory and developmental biology. Variation in egg size, even in offspring with the same zygotic genotypes, can alter life-history traits [15, 16]. However, while egg size is often used as a proxy for maternal investment, size and maternal mRNA investment may not always scale [17–21]. So how are egg size and maternal mRNA deposition related? There are some examples where egg size is linked with differences in maternal RNA deposition: there is a change in growth-related gene expression with different egg sizes across cichlid species [22]. In frogs maternal RNA localization differs in species with different egg sizes [23, 24] and RNA content changes with naturally occurring egg size differences within species [25]. However, it remains unknown whether mRNA expression will scale with increased egg size (quantitative change), or if completely different mRNAs are provided in conjunction with metabolic demands or new cellular functions (qualitative change).

### Study system

To investigate how mRNAs are provisioned to eggs of different sizes (and consequent development modes), we use the marine annelid *Streblospio benedicti*. This species exhibits a developmental dimorphism: there are two types of females found in natural populations that produce eggs of different sizes: 100 μm and 200 μm diameter eggs that have an eight-fold difference in volume (Fig. 1b). The offspring develop into different larval types with alternate life-histories categorized by their trophic mode. Small eggs develop into planktotrophic (PP) larvae (obligately plankton feeding) and large eggs develop into lecithotrophic (LL) larvae (yolk-feeding; [26, 27]). PP mothers produce hundreds of small eggs per clutch and the larvae develop a gut and swimming structures early in development [28, 29]. By comparison, LL mothers produce tens of larvae per clutch with no swimming structures. LL larvae have an abbreviated larval phase, different larval morphologies, and require only maternally provided energy to undergo metamorphosis [30]. Despite these developmental differences, both larval morphs converge on the same body plan after metamorphosis. This intraspecific developmental dimorphism provides an opportunity to study how development can evolve from differences in egg provisioning.

**Fig. 1:**
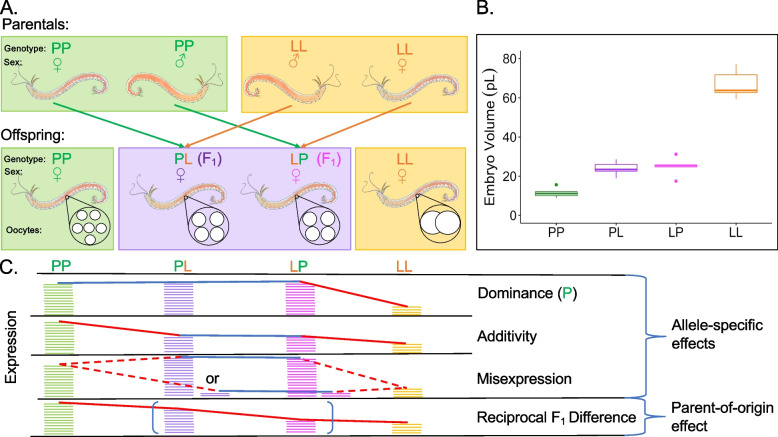
**A** Top: Reciprocal cross schematic to generate F_1_ females. Bottom: Representative females and eggs generated from crosses. **B** Early embryo area as a proxy for egg size in the four categories of females used in this study. F_1_ females have intermediate egg sizes compared to the parental types. Number of clutches measured for PP = 6, LL = 5, PL = 8, LP = 4 (10 embryos measured per clutch) Quantiles are shown with box-plots with dots representing outliers. **C** Allele-specific expression is when parental strains have differential expression, and PL and LP have matching expression levels relative to each other. Colored, horizontal lines represent mRNA abundance in the indicated groups, with fewer lines representing reduced gene expression for a given gene. A parent-of-origin effect is when the reciprocal F_1_s have differing expression levels relative to each other and the parentals. Blue lines indicate the same expression levels and red lines indicate a decrease in expression. Misexpression can be either over or underdominance

Previous work in *S. benedicti* shows the genetic basis of alternative larval phenotypes is modular, with independent loci affecting individual traits [31]. For egg size in particular, there are both parental and zygotic loci that affect size [16]. However, the parental loci can act in both paternal and maternal effect directions [32]. This means that egg size is partially determined by inherited alleles, but also by the genotype of its parents. The mechanism by which these parental effects shape development and egg size is unknown.

As a single species, adults that arise from the two larval types of *S. benedicti* can be crossed to produce viable F_1_ offspring. Crosses can be reciprocal, alternating parental roles between PP and LL adults. F_1_ females produce eggs of intermediate size compared to their parents, which will develop into F_2_ offspring with segregating larval traits ([16, 31]; Fig. 1). This allows us to use F_1_ females’ eggs to disentangle the effects of egg size and mRNA expression.

### Approach

In this study we use *S. benedicti* to understand how maternally provided transcripts are associated with egg size. We determine if a difference in egg size is correlated with a quantitative change in mRNA provisioning by comparing gene expression in the eggs. While there is a large difference in overall egg size between the morphs, we do not expect there to be a difference in the total amount of RNA expressed in the two types of eggs. Much of the difference in volume of the eggs is due to yolk and lipid deposits, with the LL eggs having far more yolk [33]. When extracting total mRNA from eggs, we did not see a difference in quantifiable yield between oocytes (data not shown). This means that while there are differences in egg size, there should not be a difference in overall amount of mRNA per egg. We ask if changes in egg size are accompanied by mRNA expression differences, not because larger eggs might have more RNA, but because reproductive changes in oogenesis that lead to larger eggs may have pleiotropic effects on gene expression levels.

We use the eggs of F_1_ females from crosses between the two developmental types to investigate the regulatory architecture of mRNA expression changes. Using F_1_ females’ eggs allows us to disentangle allele-specific effects on expression from parent-of origin effects (Fig. 1c). For allele-specific expression, we determine the mode of inheritance for differentially expressed genes and show the extent of allelic dominance and additivity. In contrast, we determine the effects of parent-of-origin: where the expression level depends on if the allele originated from the mother or father. Parent-of-origin differences in gene expression between reciprocal F_1_s indicate an intergenerational effect on oocyte mRNA provisioning; isolating allele-specific and parent-of-origin inheritance patterns allows us to understand the extent to which these mechanisms contribute to variation in mRNA expression in eggs. However, this analysis is only possible in species where reciprocal crosses are viable, which is rare when considering crosses of individuals with dramatically different egg sizes and developmental modes. In fact, no studies to date have demonstrated an intergenerational effect on egg mRNA provisioning.

By using eggs of F_1_ mothers we can determine the regulatory architecture of differentially expressed genes: expression differences can be attributed to *cis* or *trans*-acting genetic factors (reviewed in [34]). Allele-specific differences in hybrids or strain-crosses have been used to investigate regulatory changes in a number of models: yeast [35–37], flies [38–42], plants [43, 44], fishes [45, 46], and mice [47, 48]. Such studies have demonstrated that gene regulatory differences between species can be predominantly driven by either *cis* or *trans*-acting factors, and this varies depending on the species crossed. Studies in *Drosophila* that account for evolutionary divergence times across species show that *cis*-acting factors are greater in interspecific hybrids than for intraspecific F_1_s [41]. We test for the effects of *cis* and *trans* regulatory modifications on differentially expressed genes in the eggs made by F_1_ mothers (the eggs that would give rise to the F_2_ generation). Therefore, we can determine if mRNA expression differences are due to *trans or cis*-acting regulatory elements in the maternal genome. As *S. benedicti* is a single species with little genome-wide differentiation [31, 49], this analysis shows how genetic divergence of coupled reproductive and life-history transitions may first begin to evolve.

## Results

### Comparison of LL and PP egg gene expression

We dissected the unfertilized oocytes from PP and LL females and used pooled oocytes to make mRNA libraries (Fig. 1a). Both sets of libraries were aligned to the *S. benedicti* reference genome for differential expression analysis (summary shown in STable 1). 

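The oocyte mRNA of 7 PP and 7 LL clutches was sequenced, each clutch from 1 female according to the Methods, and the authors deposited the number of reads counted on each gene in each library. The Methods state that reads were trimmed, that rRNA reads were removed with SortMeRNA, and that the remaining reads were aligned with HISAT2 to the genome of the planktotrophic morph and counted with HTSeq-count. The counts are whole numbers without normalization, for 26216 genes, of which 5995 have an identifier marked as non-coding. Between 13125307 and 43609048 counts fell on genes in the PP libraries (median 22383713), and between 10591254 and 29426670 in the LL libraries (median 19533733). The paper's reported depth is 80 M reads per library. The files hold a mean of 69.5 M reads over the PP, LL and F_1_ libraries together (n = 24), and the values here use the counts on genes. On average 70.5% ± 6.02 (SD, n = 24) of the reads in a library were assigned to no gene. The share of reads that aligned was lowest in PP replicate 2, at 33.9%. PP replicate 7 and LL replicates 6 and 7 are labelled as having 2 technical replicates, and the other 11 PP and LL libraries are not. The sample IDs of PP replicates 5 and 6 in STable 1 share a stem whose meaning is not stated, and the 2 libraries were taken as separate clutches. Their residuals around the PP mean had a correlation of 0.293, and those of the other 20 PP pairs ranged from -0.492 to 0.231. Genes were tested with the quasi-likelihood F-test of edgeR after TMM normalization, and edgeR's filter on low counts kept 9392 genes. The thresholds were the paper's, a Benjamini-Hochberg adjusted p of 0.05 or less and a fold change over 1.5. The biological coefficient of variation was 0.675. Normalized counts were made with DESeq2's median of ratios over these 14 libraries unless all 24 are named, and log2 fold changes are of PP over LL.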

Total mRNA differences between the libraries will not change the significance of differential expression, as that is accounted for in the normalization. Therefore no effect of potential total RNA differences on expression is observed in the results because they are based on relative RNA abundance. For example, we did not observe differential expression in housekeeping genes between the two morphs. 

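STable 6 lists 12 housekeeping genes, and 9 of them passed the filter on low counts. By edgeR 0 of the 9 were differentially expressed between PP and LL oocytes, 1 had an unadjusted p under 0.05, and DESeq2's Wald test also called 0. That gene was a beta-Tubulin (Sbene_G04390), with 16907 ± 6380 normalized counts in PP and 27522 ± 9505 in LL (SD, n = 7 each). Its log2 fold change was -0.71 (standard error 0.26, adjusted p = 0.159 from edgeR). Glyceraldehyde-3-phosphate dehydrogenase (Sbene_G16356) had 82074 ± 27264 normalized counts in PP and 73771 ± 8297 in LL (SD, n = 7 each), a log2 fold change of 0.14 (standard error 0.17, adjusted p = 0.730 from edgeR). A beta-Actin (Sbene_G10277) had no count in the 3 libraries labelled as having 2 technical replicates. In the other 11 it had between 364 and 4782 normalized counts, with all 24 libraries normalized together. Over the 14 libraries its log2 fold change was -1.49 (standard error 1.26, adjusted p = 0.592 from edgeR). Among those 11 libraries alone it passed the thresholds, with a log2 fold change of -1.73 (adjusted p = 0.0294 from edgeR), and its adjusted p ranged from 0.0225 to 0.704 over all settings.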

Our criteria for differential expression is that genes have a 1.5 fold change in expression value, and a multiple-test corrected (Benjamini-Hochberg) *p*-value of less than 0.05.

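By edgeR 334 genes were differentially expressed between PP and LL oocytes, 3.56% of the 9392 tested. An unadjusted p under 0.05 was found for 1692 genes, where chance alone would give 469.6. The normalized counts of the 7 PP and the 7 LL libraries did not overlap in 180 of the 9392 genes tested, where chance alone, at 0.0583% of the ways to divide 14 libraries, would give 5.47. Of these 180 genes, 149 were among the 334. Of the alternatives fixed in advance, DESeq2's Wald test moved the count most. It called 1054 genes, among them all 334, and 271 of the 1054 were genes that edgeR's filter had removed. With the label of 2 technical replicates as a covariate edgeR called 327 genes, and 238 among the 11 libraries without that label. The labelled libraries, 1 PP and 2 LL, were too few for a test of their own. With PP replicates 5 and 6 summed into 1 library, an alternative chosen after the data had been seen, edgeR called 213 genes. Single libraries moved the count by more than 1.5 times. It was 506 without PP replicate 3, 199 without PP replicate 5 and 187 without PP replicate 6. It was 206 without LL replicate 1, 170 without LL replicate 2 and 189 without LL replicate 3.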

There are many genes that are significantly differentially expressed (Wald test with DESeq2; [50]) between the eggs of the two morphs (1,155 genes) and the principal component analysis (PCA) indicate that we capture significant biological differences between groups; the samples separate by developmental mode on the first principal component (Fig. 2a). 

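The PCA was made from the 500 most variable genes of the 14 libraries after DESeq2's variance stabilizing transformation. The Methods place a correction for batch effects before the paper's PCA, and it was not repeated here. PC1 held 37.0% of the variance and PC2 18.5%. Scores on PC1 averaged -1.02 ± 20.1 in PP and 1.02 ± 20.9 in LL (SD, n = 7 each, two-sided exact permutation test, p = 0.843). Scores on PC2 averaged 13.1 ± 4.69 in PP and -13.1 ± 1.46 in LL (SD, n = 7 each), and every PP library lay above every LL library (two-sided exact permutation test, p = 5.83e-04, the smallest that 7 against 7 allow). The 3 libraries labelled as having 2 technical replicates lay between 26.5 and 35.4 on PC1, and the other 11 between -32.9 and 6.28. Among those 11 alone, an alternative chosen after the data had been seen, PC1 held 32.5% of the variance and differed between the morphs (two-sided exact permutation test, p = 0.0108). With log2 CPM in place of the transformation, PC1 held 29.2% and also differed between the morphs (two-sided exact permutation test, p = 0.00233).

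**Figure D1:**
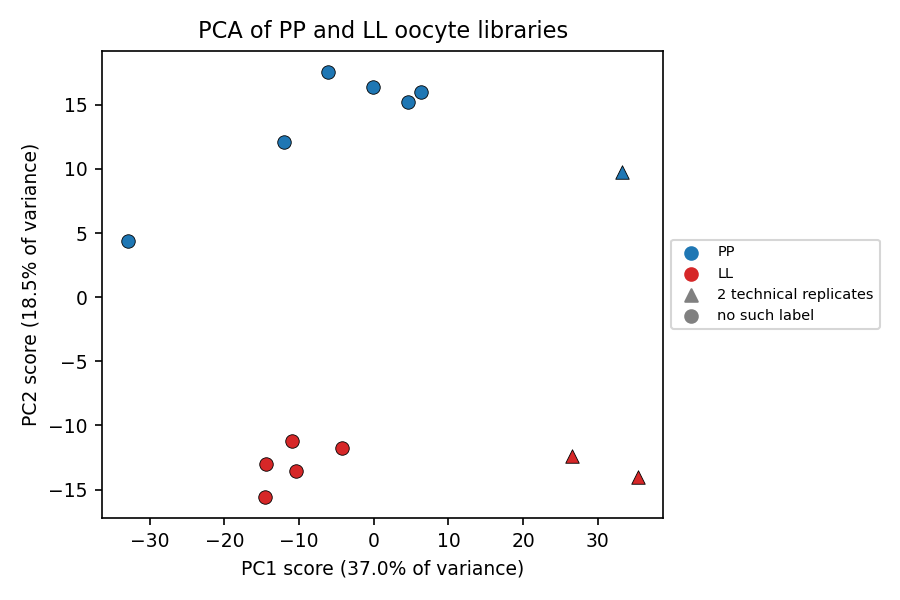
Scores of the 7 PP and 7 LL libraries on PC1 (37.0% of variance) and PC2 (18.5% of variance), in units of the transformed log2 counts, with triangles for libraries labelled as having 2 technical replicates. The morphs lie apart on PC2, and the 3 triangles lie between 26.5 and 35.4 on PC1.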

While it is clear that there is significant within-group variation in oocyte mRNA provisioning, shown on PC2 (14% variance), more than twice that variation is found between groups (PC1, 31% variance). 

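The 334 genes called by edgeR make up 1.27% of the 26216 genes in the files. DESeq2 gave an adjusted p for 12653 genes.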

The differentially expressed genes make up 10.24% of total expressed genes (*n* = 11,161 genes) and 4.4% of the total number of genes in the *S. benedicti* reference genome (*n* = 26,216 genes). 

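Of the genes called by edgeR, 176 (52.7%) had higher expression in PP oocytes and 158 (47.3%) in LL oocytes. The median log2 fold change over all tested genes was 0.02. Which morph had more genes changed with the test and with single libraries. DESeq2 called 465 genes higher in PP and 589 higher in LL. By edgeR LL had more without PP replicate 3 (222 in PP, 284 in LL), PP replicate 5 (94, 105), PP replicate 6 (82, 105), LL replicate 2 (74, 96), LL replicate 3 (90, 99) or LL replicate 5 (109, 125), with the replicate number as a block (72, 99), with no filter on low counts (164, 165) and with PP replicates 5 and 6 summed (100, 113), which was chosen after the data had been seen. Without PP replicate 7 (155) or LL replicate 1 (103) the numbers were equal. Among called genes whose groups did not overlap, the largest changes toward PP were in Sbene_G11336, Sbene_G20253 and Sbene_G17104. Sbene_G11336 had 554 ± 223 normalized counts in PP and 14.8 ± 31.8 in LL (SD, n = 7 each), a log2 fold change of 5.20 (standard error 0.99, adjusted p = 0.0113 from edgeR), and of 7.48 without LL replicate 4. Sbene_G20253 had a log2 fold change of 5.05 and fell short of the threshold among the libraries without the label of 2 technical replicates. Its only counts in LL were in replicate 3, and the fitted log2 fold change without that library, 9.50, depends on the prior count. Sbene_G17104 had a log2 fold change of 4.39. The largest changes toward LL were in Sbene_nc_G03627, Sbene_G25841 and Sbene_G23835, with log2 fold changes of -7.32, -7.27 and -6.97. Sbene_nc_G03627 had 0.334 ± 0.443 normalized counts in PP and 73.3 ± 57.5 in LL (SD, n = 7 each, adjusted p = 4.58e-04 from edgeR).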

515 genes (44.6% of the differentially expressed genes) are expressed more in PP oocytes, and 640 are expressed more in the LL oocytes (Fig. 2b, c). Of those 1,155 differentially provisioned genes, 92 genes (8%) are non-coding RNAs.

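Among the genes called by edgeR, 24 (7.19%) were non-coding, and all 24 had higher expression in LL oocytes. Of the genes tested 52 were non-coding (Fisher's exact test over genes, two-sided, odds ratio 24.9, p = 1.28e-21, where genes are not independent replicates), but this ratio depends on the filter on low counts. With no filter edgeR called 44 of 1604 non-coding genes with a count, 13.4% of its calls (Fisher's exact test, odds ratio 1.58, p = 0.00814). Against all genes in the files, 22.9% of them non-coding and many without a count, the odds ratio of these calls was 0.517 (Fisher's exact test, p = 1.60e-05), an alternative chosen after the data had been seen. DESeq2 called 98 non-coding genes, 9.30% of its calls, of which 95 had higher expression in LL. Non-coding genes took 0.0811% ± 0.0494 of the counts on genes in LL libraries and 0.00995% ± 0.00499 in PP libraries (SD, n = 7 each, two-sided exact permutation test, p = 5.83e-04, the smallest that 7 against 7 allow). From the number of differentially expressed genes and the position of the samples in the PCA (Fig. 2a), the paper concludes that the comparison captures biological differences between the eggs of the morphs.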

**Fig. 2:**
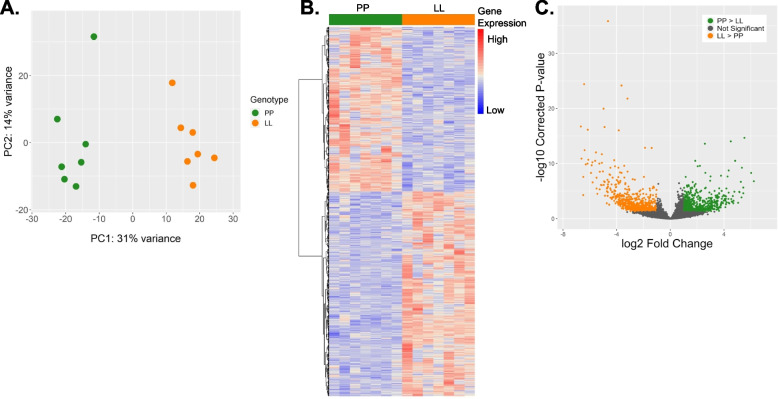
Differential Gene expression between PP and LL oocytes. **A** PCA showing distinct clustering of samples by genotype on PC1. **B** Heatmap of differentially expressed genes between PP and LL samples showing relative gene expression. Colors are scaled per-gene. **C** Volcano plot showing genes upregulated in LL samples (orange) and genes upregulated in PP samples (green) with their log2-fold expression change between morphs and multiple-test corrected *p*-values

Genes that are only expressed in one of the morphs are considered exclusive. 18 genes have very low (sample group mean read count is fewer than 10 reads) or no expression in one morph. The PP eggs express eight exclusive genes and the LL eggs express ten exclusive genes. Most of these genes are unknown in function (STable 2).

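With the paper's rule, a mean normalized count under 10 in one morph and over 150 in the other, 6 genes were exclusive to PP oocytes and 17 to LL oocytes. Of the 17, 9 were non-coding. Each of the 6 PP genes passed 50 normalized counts in only 2 or 3 of the 7 PP libraries. Of the 17 LL genes, 4 passed 50 normalized counts in all 7 LL libraries. Sbene_G20530 was one of these, with 3.63 ± 3.96 normalized counts in PP and 264 ± 91.3 in LL (SD, n = 7 each). By edgeR 14 of the 23 exclusive genes were also differentially expressed. Lowering the upper limit to 100 gave the largest change, to 49 exclusive genes. With each library left out in turn the number ranged from 21 to 30, and 8 of the 23 genes were found every time. The PP number rose from 6 to 11 without LL replicate 4. Among the 11 libraries without the label of 2 technical replicates, 9 PP and 21 LL genes met the rule.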

Examination of the functional gene annotations of differentially expressed genes reveals several potentially interesting avenues for further study: Zinc finger proteins account for 12% (144 genes) of differentially expressed genes and often serve transcriptional regulators. Because of the relatively low gene annotation rate in this dataset and lack of spiralian-specific genes in most commonly used gene databases, it is possible that such proteins may be lineage specific transcription factors, but this requires further functional validation. 

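Of the 12 genes that the text names as transcription factors, frizzled-5 or Notch, 5 passed edgeR's filter on low counts and 2 were differentially expressed by edgeR, while DESeq2 called 11. The polycomb protein (Sbene_G10227) had 773 ± 436 normalized counts in PP and 2197 ± 456 in LL (SD, n = 7 each), without overlap between the groups. Its log2 fold change was -1.52 (standard error 0.32, adjusted p = 0.0189 from edgeR). The forkhead box protein (Sbene_G06980) had 3.75 ± 6.74 normalized counts in PP and 50.8 ± 34.9 in LL (SD, n = 7 each), and its log2 fold change of -3.74 (standard error 1.11, adjusted p = 0.0759 from edgeR) passed the threshold without PP replicate 4, in the fit of all 24 libraries and with DESeq2, with a range of the adjusted p from 0.00534 to 0.149 over all settings. The paired-box protein (Sbene_G17489) had 83.5 ± 64.9 normalized counts in PP and 11.3 ± 14.2 in LL (SD, n = 7 each), and its log2 fold change of 2.82 (standard error 0.77, adjusted p = 0.0552 from edgeR) passed the threshold without LL replicate 4 and with DESeq2, with a range from 0.00107 to 0.140. Kruppel-like factor 15 (Sbene_G10036) and visual system homeobox 2 (Sbene_G05917) were removed by the filter. They had 1.41 ± 2.77 and 0.332 ± 0.597 normalized counts in PP, against 29.2 ± 33.1 and 8.69 ± 8.76 in LL (SD, n = 7 each). In the fit of all 24 libraries Sbene_G10036 passed the threshold.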

We also find that many known transcription factors are differentially expressed between PP and LL oocytes, including forkhead box protein (Sbene_G06980), polycomb protein (Sbene_G10227), kruppel-like factor 15 (Sbene_G10036), visual system homeobox 2 (Sbene_G05917), and paired-box protein (Sbene_G17489). Additionally, we identify genes involved in the Wnt signaling pathway, such as frizzled-5 (Sbene_G05398) and six putative copies of Notch (Sbene_G06517, Sbene_G09676, Sbene_G09677, Sbene_G13608, Sbene_G15020, Sbene_G18208; Additional annotations in SFig. 1).

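Frizzled-5 (Sbene_G05398) had 2.52 ± 3.69 normalized counts in PP and 34.2 ± 42.6 in LL (SD, n = 7 each) and was removed by edgeR's filter. Of the Notch copies, Sbene_G15020 was called by edgeR, with a log2 fold change of -2.31 (standard error 0.60, adjusted p = 0.0457), and its adjusted p ranged from 0.00173 to 0.143 over all settings. With each library left out in turn it fell short of the threshold, except without PP replicate 2, PP replicate 3 or LL replicate 4. It had 30.7 ± 29.5 normalized counts in PP and 148 ± 64.1 in LL (SD, n = 7 each). Sbene_G09677 had 272 ± 212 normalized counts in PP and 1337 ± 1498 in LL (SD, n = 7 each), a log2 fold change of -2.32 (standard error 0.70, adjusted p = 0.0813 from edgeR). It passed the threshold without PP replicate 3, with the label of 2 technical replicates as a covariate, with the replicate number as a block, in the fit of all 24 libraries and with DESeq2, and its adjusted p ranged from 0.0110 to 0.189 over all settings. The filter removed the other 4 copies. In the fit of all 24 libraries Sbene_G06517 and Sbene_G09676 passed the threshold, and Sbene_G06517 also did with no filter and with a mean count of at least 10. Sbene_G06517 had no count in any PP library and 25.7 ± 23.6 normalized counts in LL, and Sbene_G09676 had 1.90 ± 3.20 in PP and 35.0 ± 37.8 in LL (SD, n = 7 each). Sbene_G13608 had 2.37 ± 2.07 in PP and 13.2 ± 13.2 in LL, and was the copy that DESeq2 did not call (adjusted p = 0.145 from DESeq2). Sbene_G18208 was the copy with the higher mean in PP, 65.2 ± 62.3 against 4.99 ± 4.79 in LL (SD, n = 7 each).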

### Comparison of reciprocal F_1_ gene expression with LL and PP

Reciprocal crosses generated F_1_ females from PP and LL parents (Fig. 1). 

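Oocyte mRNA was sequenced from 5 PL and 5 LP clutches, where the maternal allele is listed first, and the deposited files hold counts per gene made in the same way as for PP and LL. Between 7489256 and 32251684 counts fell on genes in the PL libraries (median 11415700), and between 12600190 and 23165841 in the LP libraries (median 14997229). All 10 F_1_ libraries are labelled as having 2 technical replicates. The Methods state that the F_1_ samples were sequenced separately from the PP and LL samples, and that RUVg with housekeeping genes was applied to the counts. The counts in the files precede that step, and it was not repeated here. Of the genes in STable 6, Sbene_G10277 and Sbene_G09986 had no count in any F_1_ library. Sbene_G09986, a beta-Tubulin, was also low in the parents, with 9.59 ± 14.6 normalized counts in PP and 2.66 ± 4.36 in LL (SD, n = 7 each). In all, 7 genes had no count in the labelled PP and LL libraries and over 50 normalized counts in each of the other 11, and all 7 also had no count in the 10 F_1_ libraries. PP, LL, PL and LP were fitted together with edgeR, as 4 group means over 24 libraries, and 10782 genes passed its filter on low counts. Tests with F_1_ libraries used the paper's thresholds, an adjusted p under 0.1 and a fold change over 1.5. The biological coefficient of variation among the F_1_ libraries was 0.607.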

The F_1_ females were raised to maturity and oocyte mRNA was made into libraries in the same way as above. 

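In the PCA of all 24 libraries, PC1 held 36.3% of the variance and PC2 13.4%. Scores on PC1 averaged 11.7 ± 18.8 in PP and 9.56 ± 21.5 in LL (SD, n = 7 each), and -14.5 ± 11.0 in PL and -15.2 ± 10.6 in LP (SD, n = 5 each). The PP and LL libraries labelled as having 2 technical replicates scored -23.0 (PP replicate 7), -18.1 (LL replicate 6) and -24.8 (LL replicate 7) on PC1, and the other 11 between 5.79 and 39.2. The F_1_ libraries, which all carry that label, scored between -25.6 and 2.76. Scores on PC2 averaged -8.84 ± 12.2 in PP, 0.840 ± 5.13 in LL, 4.25 ± 13.7 in PL and 6.95 ± 14.8 in LP. PP and LL did not differ on PC2 beyond the spread between libraries (two-sided exact permutation test, n = 7 each, p = 0.0775), but they did with log2 CPM and, in an alternative chosen after the data had been seen, with the effect of the label removed (p = 5.83e-04 for both, the smallest that 7 against 7 allow). With all genes that passed the filter in place of the 500 most variable, PC1 held 19.2% of the variance. With log2 CPM, PC2 averaged 21.7 ± 8.56 in PP, 3.93 ± 10.5 in PL, 0.206 ± 20.4 in LP and -24.7 ± 6.50 in LL.

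**Figure D2:**
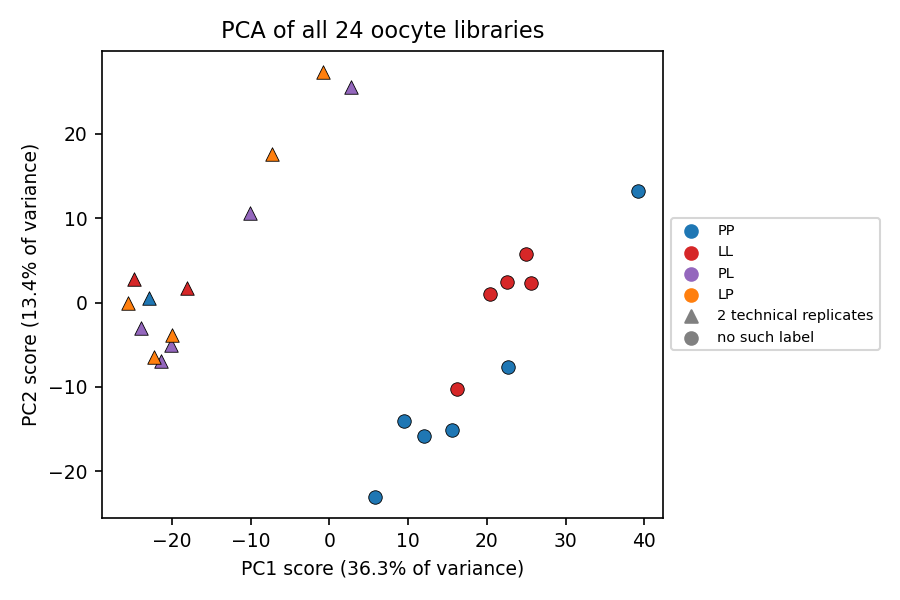
Scores of the PP, LL, PL and LP libraries on PC1 (36.3% of variance) and PC2 (13.4% of variance), in units of the transformed log2 counts, with triangles for libraries labelled as having 2 technical replicates. The F_1_ libraries average -14.5 (PL) and -15.2 (LP) on PC1.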

When the F_1_’s eggs are included in the PCA (Fig. 3a) we found they fall between the parentals on PC2, but the variance among F_1_ samples is high with some extreme expression values compared to the parents on PC1(Fig. 3a, b). 

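Of the 9392 genes tested in every comparison, 8742 (93.1%) passed no threshold between PP and LL, between the F_1_ crosses, or between the F_1_ libraries and either parent. With DESeq2 the number was 9623, 83.7% of the genes it tested in every comparison.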

Most transcripts (78%, 8,722 genes) have conserved expression levels among all eggs (PP, LL, and F_1_ expression levels are similar). Out of the 1,155 genes that are differentially expressed between PP and LL eggs, 504 of the genes could be confidently assigned a mode of inheritance based on expression in F_1_’s eggs (Fig. 4a, b) according to formal criteria (STable 3). 429 genes are dominant for one morph, 4 are additive, and 71 are over or underdominant. 

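By edgeR 157 (47.0%) of the 334 genes that differed between PP and LL could be assigned a mode of inheritance with the criteria of STable 3. Of these, 148 (94.3%) were dominant for one morph and 9 were additive. Among the 334 genes edgeR found 0 over- or underdominant genes, also 0 with an unadjusted p under 0.05 against both parents, and DESeq2 found 0 among the 1054 genes it called. Counted over all tested genes instead, an alternative chosen after the data had been seen, edgeR found 33 and DESeq2 89, and with the label of 2 technical replicates as a covariate 0 and 23. With that covariate 182 genes lay beyond both parents at an unadjusted p under 0.05 by edgeR. A further 176 genes were ambiguous. With the label of 2 technical replicates as a covariate edgeR assigned 12 genes, all of them dominant. DESeq2 assigned 539 genes, of which 507 were dominant and 32 additive, and with that covariate, an alternative chosen after the data had been seen, 199, of which 195 were dominant, 3 additive and 1 over- or underdominant. Without LL replicate 1, 2 or 3 edgeR assigned 102, 97 and 103 genes.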

The remaining 651 differentially expressed genes either were not sufficiently sequenced in the F_1_ samples (uninformative) or have an ambiguous expression pattern likely due to high variation within F_1_ oocyte samples. The number of genes exhibiting dominant expression is almost even between P and L-allelic dominance, only slightly skewed in the L direction.

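Of the dominant genes, 64 were P-dominant and 84 were L-dominant by edgeR. DESeq2 also gave more L-dominant than P-dominant genes. Without PP replicate 2 (96 and 75), LL replicate 6 (80 and 72) or LL replicate 7 (74 and 69) edgeR gave more P-dominant than L-dominant genes. In 20 simulations every F_1_ gene lay midway between PP and LL in mean count, not on a log2 scale. There edgeR gave more L-dominant genes in all 20, with medians of 52.5 P-dominant and 123 L-dominant genes. These simulations called from 669 to 818 genes between PP and LL, against 334 in the data. Their ratio of L-dominant to P-dominant genes ran from 1.73 to 3.61, and the observed ratio was smaller, at 1.31. The P-dominant number was 99 without PP replicate 3, 32 without LL replicate 1, 25 without LL replicate 2 and 32 without LL replicate 3. The L-dominant number ranged from 57 to 116 with each library left out in turn.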

**Fig. 3:**
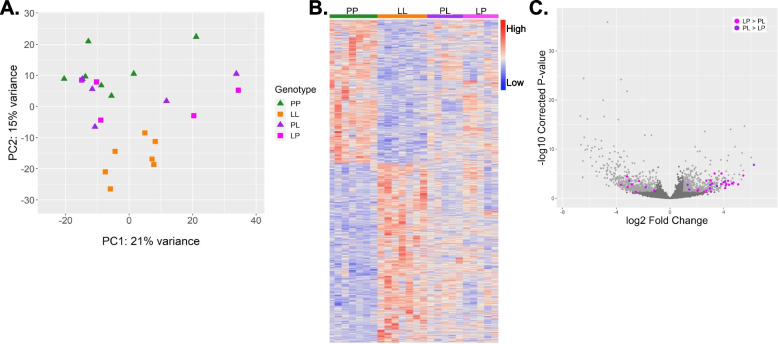
Differential gene expression between PL and LP oocytes. **A** PCA shows F_1_ expression is intermediate to the parentals. **B** Heatmap shows both directions of F_1_’s relative gene expression alongside PP and LL expression. Colors are scaled per-gene. **C** Volcano plot of differential expression between P and L with 38 genes that are also significantly differentially expressed between F_1_ crosses highlighted in pink or purple. Color corresponds to the direction of expression change between the F_1_ crosses. All other significantly differentially expressed genes are shown in light gray. Points in dark gray are not significantly different

**Fig. 4:**
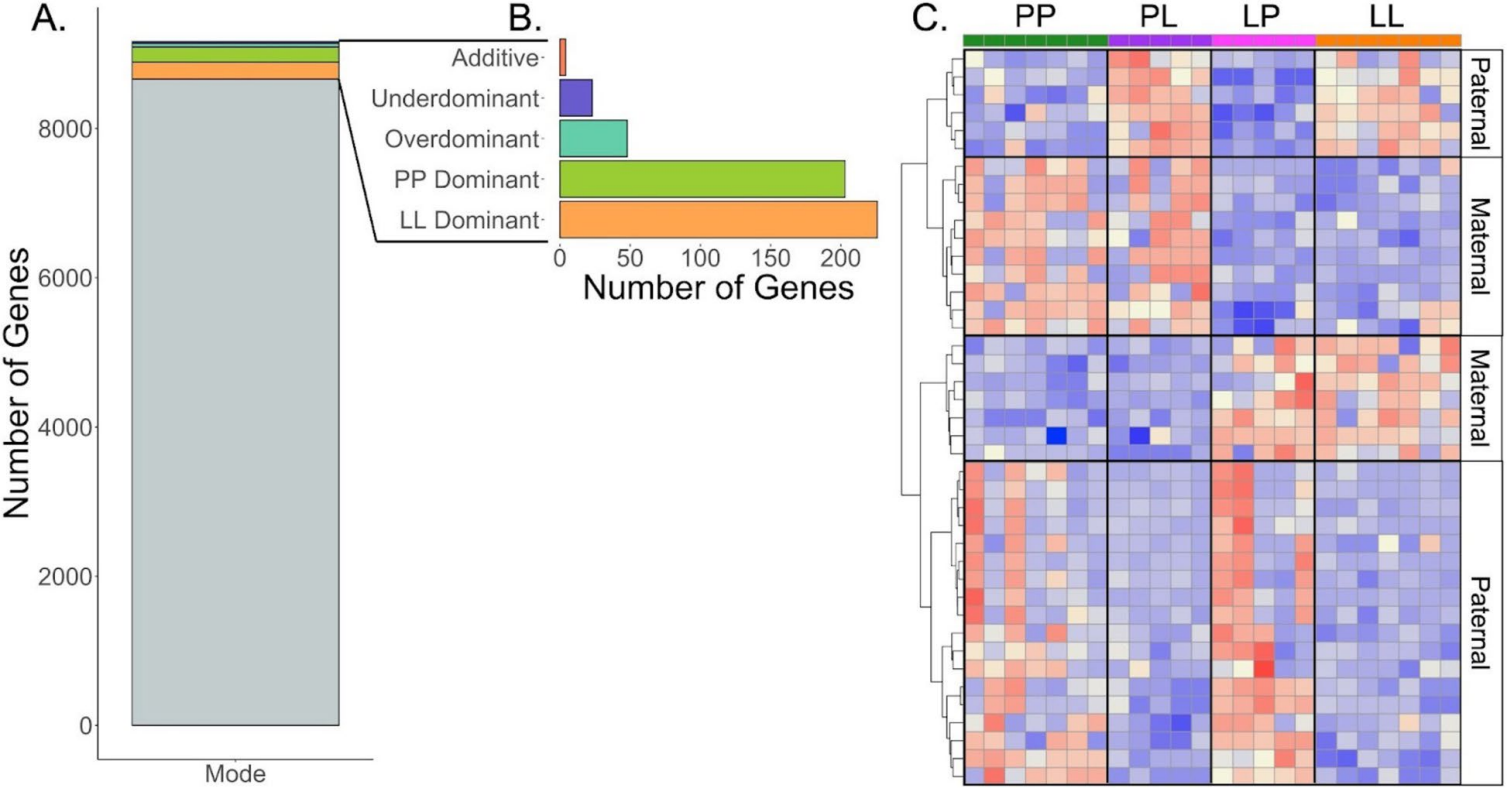
Mode of inheritance underlying expression divergence in eggs within a single species. **A** 8,722 genes are categorized as “conserved” (no expression level difference among parental or offspring’s eggs). **B** 523 of the remaining 1,155 genes that are differentially expressed between PP and LL eggs have been classified by their primary mode of inheritance. 102 genes are found to be differentially expressed between PL and LP. **C** A heatmap of genes with statistical support for parental effect direction. Relative gene expression is shown, with colors scaled per-gene. The expression direction (red is high expression and blue is low expression) for these genes matches the direction of either parental type. For example, if PP and PL have the same direction of expression (same color) this is a maternal effect, whereas if PL matches the direction of LL it is a paternal effect on expression. 24 genes are classified as primarily paternally inherited, and 17 as maternally inherited

We compared the gene expression of the oocytes produced by reciprocal F_1_s (PL versus LP) to determine to what extent parent-of-origin effects influence maternally-loaded transcripts. Both F_1_ females are heterozygotes with respect to P and L alleles, so the only difference between PL and LP expression is the direction of the cross that gave rise to the mother (distinguishing if the allele is inherited from the maternal or paternal side). Genes that are differentially expressed between LP and PL are expressed in either the maternal or paternal direction, matching the expression of the P parent or the L parent. 102 genes are significantly differentially expressed between PL and LP (Fig. 3c), which accounts for 1.58% of the total number of genes expressed in oocytes. 

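By edgeR 2 of the 10782 genes tested were differentially expressed between PL and LP, and both had higher expression in PL. An unadjusted p under 0.05 was found for 796 genes, where chance alone would give 539.1, and this excess depended on single libraries. The number was 545 without LP replicate 2, 546 without PL replicate 4, 561 without PL replicate 3 and 1264 without LP replicate 4. It ranged from 545 to 1264 with each library left out in turn, where chance would give between 552 and 555. Sbene_G12323 had 826 ± 234 normalized counts in PL and 87.6 in LP on average, over all 24 libraries normalized together, a log2 fold change of PL over LP of 3.28 (adjusted p = 0.0171 from edgeR). Its adjusted p was above the threshold without LP replicate 3, in the fit of the 10 F_1_ libraries alone, with the replicate number as a block and with libraries summed by letter, with a range from 1.59e-07 to 0.547 over all settings. Sbene_G16819, whose groups overlap and which was chosen after its values were seen, averaged 24301 normalized counts in PL and 1539 in LP, a log2 fold change of 4.03 (adjusted p = 0.0178 from edgeR). DESeq2 called 102 genes, 43 higher in PL and 59 higher in LP. Of the 102 genes, 99 were tested by edgeR, and all 99 had an unadjusted p under 0.05 there. This is no separate support for them, since both tests used the same counts. In a fit of the 10 F_1_ libraries alone edgeR called 0 genes, with 734 at an unadjusted p under 0.05, while DESeq2, an alternative chosen after the data had been seen, called 251. The number by edgeR was 6 without PL replicate 1, 8 without PL replicate 2, 1 without LP replicate 1 and 0 without LP replicate 3, where 762 genes had an unadjusted p under 0.05.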

By comparing the expression of these genes back to PP and LL parental genotypes, we determine that 24 genes are exhibiting paternal effects, and 17 genes are exhibiting maternal effects, meaning they are overexpressed in the same direction (Fig. 4c,d). 

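With the rules in the Methods, edgeR gave 1 gene in the paternal direction, Sbene_G16819, and 0 genes in the maternal direction, while DESeq2 gave 18 paternal and 17 maternal genes. Sbene_G16819 had a log2 fold change of PP over LL of -1.81 (adjusted p = 0.0169 from edgeR), opposite in sign to its change of PL over LP. The number by edgeR was 4 without PL replicate 1, and 0 without LP replicate 1 or LP replicate 3. From the genes that differ between the reciprocal crosses and their direction in PP and LL (Fig. 4c,d), the paper reasons that their expression depends on the parent from which the allele was inherited.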

Gene annotations and group-mean expression values are given in STable 4. Briefly, this set of genes has a variety of functions, including zinc-finger proteins, several genes involved in various types of metabolism, and several cell-structure proteins. Additionally, we tested the possibility that one parents’ allele may be expressed preferentially even if there is no reciprocal differential expression. In our data this phenomenon occurs very infrequently: we found only three genes for which this is the case (one case of the maternal allele being expressed preferentially, and two cases for the paternal allele).

### Mode of regulatory change

Many differentially expressed genes could be co-regulated by a few *trans*-acting factors in the maternal genome. To assign mode of regulation we used SNP differences in the transcripts of F_1_’s eggs to assign each read as either the P or L allele. This analysis was only able to assign parental origin to 21.6% of F_1_ reads as there are few differentiating SNPs in this intraspecific comparison. This should not bias results towards genes with one type of regulatory architecture because we do not expect the occurrence of polymorphic sites in a gene to correspond to a mode of regulatory change. We assigned the regulatory mode for 96 genes according to criteria shown in STable 5. We found that, contrary to expectations, genes whose expression could be explained by *cis*-regulatory differences between alleles was only slightly greater than the genes with *trans*-acting regulation (Fig. 5a). Some genes exhibit compensatory expression patterns (*n* = 19), and there are only a few *cis* + *trans* or of *cis* 𝚡 *trans* changes (Fig. 5a, STable 5). No clear pattern of bias towards either morph’s alleles emerges when comparing expression differences between parents to allelic expression patterns within F_1_ offspring (Fig. 5b), though it is clear that there are numerous genes with compensatory expression patterns which are mis-expressed in the F_1_s.

**Fig. 5:**
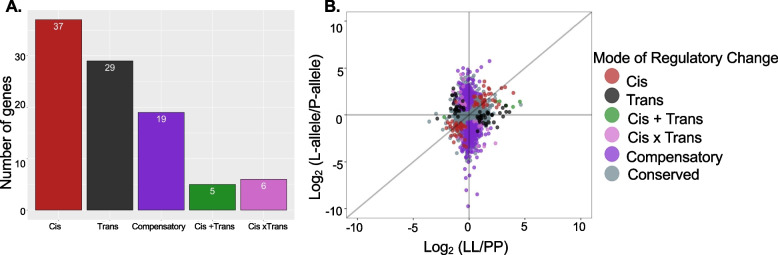
Regulatory architecture of differential expression in F_1_ oocytes. Both sets of F_1_s are analyzed together. Separate analysis of PL and LP showed similar results. **A** The number of genes in each category. **B** The distribution of differences between each morph’s gene expression versus differences in allelic expression in F_1_ oocytes. Each point represents one gene. Points falling close to the y = x diagonal axis have similar allelic expression differences in F_1_ oocytes compared to the ratio of gene expression found in PP and LL oocytes. Color shows the assigned mode of regulatory change

## Discussion

We investigated the changes in oocyte mRNA provisioning that accompany a common life-history transition in many animal taxa: increase in egg size. Using *S. benedicti*, we can investigate the regulatory architecture of changes in egg size and mRNA expression with F_1_ crosses. Females of the two developmental modes produce eggs with a large difference in volume, and while F_1_ females produce intermediate egg sizes, F_2_ females produce a variable range of egg sizes, meaning that egg size is a quantitative trait [32]. Evolutionary theory predicts that the switch from planktotrophic to lecithotrophic larvae initially involves an increase in egg size followed by adaptive changes to larval morphology [17, 51–54]. Despite the clear difference in egg size in *S. benedicti*, it was previously unknown whether the evolution of the larger LL egg included differences in maternal mRNA provisioning, and if these differences affect offspring ontogeny.

### Comparison of LL and PP egg gene expression

To investigate quantitative (expression presence/absence) and qualitative (differential expression) changes in mRNA provisioning, we first compared the mRNA expression between eggs of PP and LL mothers. We find that 43% (11,161 genes) of all genes (26,216 genes) in the *S. benedicti* genome are expressed in eggs of both morphs. This is more than in humans (36%; [55]), *Xenopus laevis* (20%; [56]), and coral *Montipora capitata* (12%; [57]) but fewer than some vertebrates: mice (63%; [56]), cows (44.7%; [56]), zebrafish (49%; [58]); and invertebrates: tunicate *Oikopleura dioica* (63%; [59]), *Drosophila* (65%; [60]). These studies represent a range of mRNA quantification techniques that likely lead to different estimates; however there is some conservation of genes that are maternally derived across all bilaterians [61].

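In the 14 PP and LL libraries together, 17898 genes had at least 1 count. A mean normalized count over 10 in both morphs was found for 9272 genes, 35.4% of the genes in the files. The filter on low counts of edgeR kept 35.8%.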

Of the 11,161 genes expressed in *S. benedicti* eggs, 10.2% are differentially expressed between the PP and LL eggs, which is a large difference considering it is due to allelic variation within a single species. We are not aware of similar studies in other species with variable egg sizes for comparison. However, it is not unheard of for gene expression in eggs of the same species to vary considerably. Variation in maternal mRNA deposition can certainly occur within a species, particularly due to maternal condition or genotype. For example, in *Drosophila melanogaster* the difference in oocyte gene expression between extreme maternal environmental conditions (starved mothers fed 5% of control mothers’ diet) is ~ 1.8% [62, 63]. Another study, which sampled a much greater amount of genetic diversity, found maternal mRNA from embryos within populations of *D. melanogaster* to be much greater (40–60% of expressed genes differentially expressed; [64]. In urchins of the genus *Heliocidaris*, planktotrophic and lecithotrophic larvae originate from different species, which are five million years diverged. Through early development ~ 20% of their genes have different expression patterns, although this is not limited to the egg itself [65]. None of these studies are directly comparable to ours as they involve different treatments, developmental timing, and population structures. Therefore, whether the amount of differential expression we see in *S. benedicti* eggs is unusually high remains an open question.

We found 18 genes are exclusively expressed in eggs of one morph. While not a particularly large subset, these morph-specific genes indicate qualitative changes to the mRNA make-up of eggs in these morphs. Whether this set of genes has a substantial impact on development or subsequent gene expression remains to be seen. Nonetheless, these exclusive genes highlight the possibility that the maternally controlled initiation of development is functionally distinct between the morphs. With the other developmentally relevant DE transcripts, we have identified a set of genes that should be the target of future studies investigating maternally directed development in this species.

### Comparison of reciprocal F_1_ gene expression with LL and PP

Because F_1_ females are heterozygotes (PL or LP), and they produce intermediate sized eggs, we may expect to see additive inheritance resulting in intermediate expression levels. However, few genes have an additive mode of inheritance and dominance is more pervasive. 

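Positions were taken from log2 fold changes, on a log2 scale from the LL mean (0) to the PP mean (1). The F_1_ mean of the 334 genes that differed between PP and LL had a median position of 0.486, with quartiles of 0.319 and 0.671. The F_1_ mean lay between the parental means in 322 of the 334 genes (96.4%). On the log2 scale it was nearer to PP in 162 genes and nearer to LL in 172. A gene midway in mean count would lie nearer to its higher parent on that scale. An unadjusted p under 0.05 against both parents, with the F_1_ mean between them, was found for 75 genes by edgeR, and for 16 with the label of 2 technical replicates, which all F_1_ libraries carry, as a covariate.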

Because the within-group variance of the F_1_’s egg samples is larger than the variance between PP and LL, and because F_1_ expression is often intermediate, there may be statistical power issues that limit our ability to infer additivity (Fig. 3a). 

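The squared distance of a library from its group mean, per gene and after the variance stabilizing transformation, averaged 0.317 ± 0.111 in F_1_ libraries (SD, n = 10) and 0.356 ± 0.143 in PP and LL libraries (SD, n = 14). The ratio of F_1_ to parental libraries was 0.893 (two-sided permutation test, p = 0.491). It was 0.846 for the 500 most variable genes and 0.884 for log2 CPM. Without the PP and LL libraries labelled as having 2 technical replicates, an alternative chosen after the data had been seen, it was 0.991 (two-sided permutation test, p = 0.958). The variance between PP and LL is another quantity, and its comparison with the F_1_ spread was added after the data had been seen. Taken per gene from the 2 group means, less the part that the spread of their libraries gives to these means, the variance between PP and LL averaged 0.0726. The variance within the F_1_ groups was 4.38 times as large, 3.64 to 4.96 times with each library left out in turn, and 3.45 times without the labelled PP and LL libraries. The spread within the PP and LL groups, 0.356, also exceeded 0.0726, so the larger variance is not particular to the F_1_. Both averages run over all genes that passed the filter, most of which did not differ between PP and LL.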

(In this case, these genes would be classified as ‘ambiguous’). An alternative possibility is that the F_1_’s eggs would contain the same gene expression as one of their parents due to dominance. Dominance early in development may indicate that the genes of one morph are required before the maternal-zygotic transition. A third (38.9%) of differentially expressed genes are dominant, and there is almost equal dominance between P and L alleles with a slight increase in L-dominance. We also see low levels of misexpression (over or underdominance: 0.8%, Fig. 2b) in the F_1_’s eggs, which is consistent with misexpression scaling with evolutionary divergence of the parents [41].

Reciprocal crosses can also disentangle the contribution of each parent’s alleles to offspring phenotype [66–69]. Because we can make reciprocal crosses in *S. benedicti,* we are able to determine genes whose expression changes because of the parental background type alone: these are genes that have differential expression between LP and PL (Fig. 1). This analysis reveals the extent of differential expression and the particular genes that are impacted by genetic differences in the maternal background. Parent-of-origin effects have not previously been investigated during oogenesis. By comparing expression between the eggs of PL and LP females, we find that 41 genes exhibit parent-of-origin effects, which act in both the maternal and paternal direction. These expression differences occur when the F_1_ mother is producing her eggs, which means the transcript number an egg receives is due to the F_1_ mother’s parental cross direction. F_1_ females whose mother was PP provision their eggs differently than F_1_ females whose mother was LL, despite both F_1_ females having the same heterozygous genotype. (Although it is also possible that a minor amount of differentiation between F_1_ gene expression could be due to differences in the maternal mitochondrial haplotypes. Allele expression switching from maternal to paternal allele while keeping the total expression the same was extremely rare). Our results indicate that these parental-background effects persist and alter mRNA expression in eggs that make the next generation, which is an intergenerational effect on egg mRNA provisioning.

How do these parent-of-origin expression effects get passed to the next generation? Epigenetic modifications by maternally deposited mRNAs have been shown in vertebrates (zebrafish; [70]; mouse; [71]). In invertebrates, most studies to date have identified sncRNAs as the maternally inherited drivers of epigenetic change (C. elegans, [72–77], although it is unclear if this is a pervasive mechanism across invertebrate taxa. There is evidence for epigenetic modifications via histone variants in some species [78–80]. Perhaps the simplest mechanistic explanation would be gene regulation by methylation, but studies on invertebrates suggest methylation is unlikely to be modifying expression [81–83]. It is possible that, while these genes have significantly different expression patterns, they have no functional effect on development. This role of these parent-of-origin genes in development should be investigated in future studies. However, maternal and paternal effects are evident for some larval phenotypes in *S. benedicti* [32], suggesting that these maternally expressed differences could affect later developmental phenotypes. While the mechanism that causes parent-of-origin effects remains unknown, our results suggest there is some kind of epigenetic (intergenerational, G_maternal_ x G_zygotic_ interaction) regulation of reproduction.

### Mode of regulatory change

An advantage of our cross design is that we can determine the mode of regulation for differentially expressed genes. Typically regulatory analyses of *cis* and *trans* acting factors are conducted in hybrids [38–41, 63, 84], however, we were able to carry out these analyses in intraspecific comparisons with the caveat that there are fewer distinguishing polymorphisms between the alleles of the two parents. As such, we focus on the genes that are differentially expressed between the two morphs and therefore are not capturing the genetic architecture of genome-wide divergence between morphs, but rather the mode of regulation of genes that are differently expressed. Nonetheless, we are able to identify the regulatory mode of 6.7% of the differentially expressed genes.

It is possible that differences in embryonic gene expression are due to a small number of *trans*-acting factors that can act pleiotropically to change expression of multiple genes. This is a parsimonious explanation for multiple phenotypic differences arising from a small number of changes to the genome. In closely related species, modifications to *trans* regulatory elements are the main driver of expression divergence [84]. More distantly related species have more *cis*-acting regulatory differences, that presumably are selected for and individually modified over evolutionary time [38–41]. We find that expression differences in F_1_ oocytes are explained by an almost even combination of both *cis*-acting and *trans*-acting factors, and a few instances of interactions (*cis* 𝚡/ + *trans*). For genes that are not differentially expressed between the two morphs, we do detect many compensatory changes, where the total expression is the same across parents because *trans-*acting factors are compensating for *cis-*acting changes or vice versa, and therefore expression levels differ in the F_1_s. Theory predicts that this occurs under stabilizing selection for expression level [85], but over evolutionary time could lead to higher instances of misexpression.

## Conclusions

Our findings show that the mRNA provided to eggs of different sizes in *S. benedicti* is not simply a modified amount of the same maternal mRNAs. Maternal mRNA provisioning to eggs can vary significantly depending on the parents’ genotype. When comparing PP and LL eggs, we find significant expression differences for ~ 10% of the genes, and this difference is only due to allelic variation across parents. While changes in expression level make up the majority of the differences we see between morphs, there are also genes that exclusively appear in only one morph (only some of which are also expressed in the F_1_s: SFig. 2). A similar quantitative change in mRNA expression has been seen with egg size increases in other species such as echinoderms [59, 80], and may indicate a general phenomenon associated with increased egg size.

The regulatory analysis of reciprocal F_1_s demonstrates a complex genetic architecture in which maternal expression differences between the two morphs are due to both *trans* and *cis*-acting regulatory changes. Interestingly, this implies that numerous *cis* regulatory changes have evolved between these intraspecific types, which we may not expect in closely related species or populations. We also find differences in maternal expression in eggs can persist to the next generation, affecting how a mother packages mRNA to her own eggs. How these differences in mRNA egg expression affect downstream development remains to be determined, but this study shows that parental genetic effects on larval development could originate from morph-specific maternal provisioning.

## Methods

### Animal collection

We used lab-reared females descendent from two populations: PP worms are from Newark Bay Bayonne, New Jersey (40°41′11″N, 74°06′48W) and LL worms are from Long Beach, California (33.71°N, 118.28°W). These populations are consistent with those used in previous genetic studies [16, 31, 32, 86]. Females were reared in isolation such that there was no possibility of fertilization prior to sample collection. PP and LL individuals were reciprocally crossed to make F_1_ offspring PL and LP (maternal allele is listed first; Fig. 1). Female F_1_s were reared until gravid (also in isolation), when we extracted and measured their eggs.

### Oocyte RNA collection and library prep

Eggs were dissected from female bodies by mechanical isolation of tissues in ice cold PBS. Extracted oocytes were counted and moved immediately to Arcturus PicoPure (Ref: 12,204–01) RNA extraction buffer. The entire clutch of oocytes for a single-female was combined as one pooled sample. Seven PP, and seven LL clutches were used. A total of ten F_1_ oocyte pools were sampled, five from PL females, and five from LP females. A clutch of pooled oocytes is roughly the same amount of physical material regardless of maternal type, and the total RNA yield of clutches was similar in preliminary tests of the RNA extraction protocol as quantified by Qbit chemistry. Total input mRNA will not affect results of statistical tests in subsequent analyses due to established data normalization pipelines. Libraries were constructed with the NEB UltraII Stranded RNA library prep kit for Illumina. Libraries were sequenced on two lanes of 150 bp on the Illumina NovaSeq resulting in 80 million reads/library.

### Read quality trimming and alignment

We use a combination of TrimGalore (cutadapt [87] and FastP [88]) to trim ambiguous bases. To remove rRNA we used SortMeRNA [89], which identifies reads that map to a database of common eukaryotic rRNA sequences as well as annotated *S. benedicti* rRNA sequences. We aligned reads to the *S. benedicti* reference genome using HISAT2 [90] with strandedness, splice-site, and exon annotation guidance enabled using the default scoring parameters. SAM files were sorted by order of name using samtools sort, and feature-counting was done with HTSeq-count using the genome annotation file [86]. As the reference genome for *S. benedicti* is the planktotrophic morph, the final feature counts were averaged within each sample group to assess whether there was a significant bias towards this morph. 

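The counts on genes made up 30.2% ± 8.43 of all reads in the PP files and 26.2% ± 4.10 in the LL files (SD, n = 7 each), a difference of 3.98 percentage points (two-sided exact permutation test, p = 0.286). As a share of aligned reads they made up 43.4% ± 3.02 in PP and 41.6% ± 1.34 in LL (SD, n = 7 each, two-sided exact permutation test, p = 0.167).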

We found PP samples had on average only 4% more of their total sequenced reads assigned to features than LL. This is a small difference which demonstrates no large mapping bias between the morphs. (STable 1).

### Normalization of F_1_ reads

When the F_1_ comparisons are incorporated in the analyses, all read counts were normalized together with the additional use of RUVg (RUVseq; [91]) where a set of a priori housekeeping genes is used to standardize across samples (STable 6). This was necessary as the F_1_ samples were sequenced separately from the planktotrophic and lecithotrophic samples. A normalization step based on housekeeping genes enables us to compare between the parental and F_1_ sample groups and remove variance added by batch effects from the two separate sequencing runs. This does not introduce bias due to egg size differences because the mean egg size of the parental samples is equal to the mean egg size of F_1_ samples, and because the selected housekeeping genes do not exhibit differential expression between the PP and LL eggs. This indicates that the expression of these housekeeping transcripts does not scale with egg size relative to other genes, making them a good reference for batch effects. After accounting for batch effects, variance stabilizing transformation was applied to counts in all four groups to make the PCA clustering, which is plotted for the first two principal components with ggplot2 (Fig. 2a) and a heatmap of the expression values using the R package ‘pheatmap’ (Fig. 2b).

### Differential expression

Feature counts from all samples were concatenated and normalized together with DESeq2’s median of ratios method [50]. This second sample normalization accounts for sequencing depth variance between each sample, independent of the sequencing batch. (Whereas the batch normalization step with RUVg permits comparisons between batches, the median of ratios normalization permits comparisons among all samples.) As part of the standard DESeq2 pipeline, *p*-values resulting from Wald tests were additionally corrected based on the Benjamini–Hochberg false discovery rate (FDR) algorithm to reduce the incidence of false positives for differential expression. Thresholds for significant differences were set as an FDR adjusted *p*-value of 0.05 or less, and an absolute fold change of more than 1.5x. Genes were considered very lowly expressed for a group if the group-mean normalized read count for a gene was below 10. If the other group’s mean normalized read count for those genes was above 150, then those genes were considered qualitatively differentially expressed. The significance level was adjusted for the analyses that include F_1_ oocyte RNAseq samples to accept FDR adjusted *p*-values of less than 0.10 in order to compensate for increased variability and mis-expression among the F_1_ samples. This adjustment allows us to classify more genes by their mode of inheritance and regulatory mode in subsequent analyses. It does not change the relative proportion of genes attributed to each category in any of those analyses.

### Mode of inheritance (Allele-specific effects)

To investigate the genetic basis of the expression differences found between PP and LL eggs (*n* = 7 of each), we made reciprocal F_1_ crosses (*n* = 5 in each cross direction; Fig. 1) and compared expression in their eggs back to PP and LL eggs. We assigned the primary mode of inheritance for each expressed gene using differential expression tests from DESeq2 according to established criteria (see STable 3; [41, 84]). First, genes with parent-of-origin specific expression (differences in expression between F_1_s: PL and LP) were removed. The remaining genes were classified as being additive, dominant for one haplotype, or mis-expressed in heterozygotes (over/under-dominant). For example, a P-dominant gene is expressed at the same level in PP, PL and LP eggs, but differentially expressed in LL eggs (FDR adjusted *p*-value 0.1). Genes whose expression level is intermediate in the F_1_s (PL or LP) compared to PP and LL eggs are classified as additive, and genes expressed in F_1_s (PL or LP) at lower or higher levels than both PP and LL eggs are classified as underdominant and overdominant respectively.

### Parent of origin effects

For those genes exhibiting differential expression between reciprocal F_1_s (*n* = 5 for each cross direction), the same classification was applied to each group independently, and the results were compared. In these cases, genes are considered maternal dominant if they were classified as P-dominant in PL eggs, but not in LP eggs, or L-dominant in LP eggs but not in PL eggs. Conversely, genes are considered paternal dominant if they were classified as L-dominant in PL eggs, but not in LP eggs, or P-dominant in LP eggs but not in PL eggs.

### Mode of regulatory change

Alleles from F_1_’s eggs were assigned to one of the two parents by identifying fixed SNPs within the transcripts. We used HyLiTE [92]; default parameters) to find SNPs and assign reads to the planktotrophic or lecithotrophic allele. To improve allele assignment rates, we included an additional 200 bp upstream and downstream of the input gene models to capture any reads which may align to untranslated regions not included in the annotations of coding sequences [84].

The per-gene categorization of regulatory mode followed established empirical methods [38, 39, 41, 84]. Only genes for which more than 20%, and no less than 10 total, of reads in the F_1_ samples could be assigned to a parent were considered. Three comparisons of each gene’s expression were made: First, we use genes that are differentially expressed between the parental morphs (PP and LL). Second, we calculate the allele-specific expression of each gene in the F_1_ (either PL or LP, *n* = 5 of each), using a negative binomial generalized linear model and Wald statistical tests using DESeq2 (v1.32.0). Third, we use a ratio of the differential expression of PP:LL alleles to the differential expression of LP:PL alleles. This analysis uses a significance level of 0.1 as its criterion for significance. We use DESeq2, using the design (~ W_1 + Geno * Ori) where W_1 is the normalization factor returned by RUVg, Geno identifies reads as either a P or L allele, and Ori identifies the reads as originating from the parentals or F_1_ samples. Based on the results of the three above comparisons, DE genes were categorized as either in “cis”, “trans”, “cis + trans”, or “cis * trans” [38, 39, 41, 84]. Further explanation of cis/trans categories in STable 5.

### Functional annotations

Previously established genome annotations [86] were improved by performing a BLASTx search against the complete UniProt/SwissProt protein databases, adding any annotations that had an e-value less than 10^–30^. Gene functional information was retrieved from the UniProtKB database. We used gene ontology (GO) information (SFig. 1) but did not test for term enrichment because we could not assign terms to the majority of the genes in our dataset.

## Supplementary Information

**Additional file 1:** **Supplement Table 1.** Sequencing and read processing results for all libraries. **Supplement Table 2.** Genes exclusive to one group: mean counts and annotations. **Supplement Table 3.** Criteria for mode of inheritance assignments. **Supplement Table 4.** Annotation of differentially expressed genes with parental effects. **Supplement Table 5.** Criteria for regulatory mode assignments. **Supplement Table 6.** Selected Housekeeping genes (for RUVg). **Supplement Figure 1.** REVIGO tree-map of GO terms associated with differentially expressed genes between PP and LL eggs. **Supplement Figure 2.** Differences in F1 egg expression for genes exclusive to LL or PP eggs. **Supplement Figure 3.** Shared gene expression across all groups.

## Data Availability

The datasets generated during the current study are available in the NCBI GEO repository, ACCESSION NUMBER: GSE225230. Updated functional annotations are submitted to NCBI. All analyses and datasets are available in the supplemental files, which contain input data and a Rmarkdown file. The GitHub repository for this project is: https://github.com/NathanDHarry/Harry-Zakas2023

# Supplementary material for: Maternal patterns of inheritance alter transcript expression in eggs
**Source:** BMC Genomics. 2023 Apr 10;24:191. doi: 10.1186/s12864-023-09291-8

**Supplement**

*Supplement Table 1. Sequencing and read processing results for all libraries.*

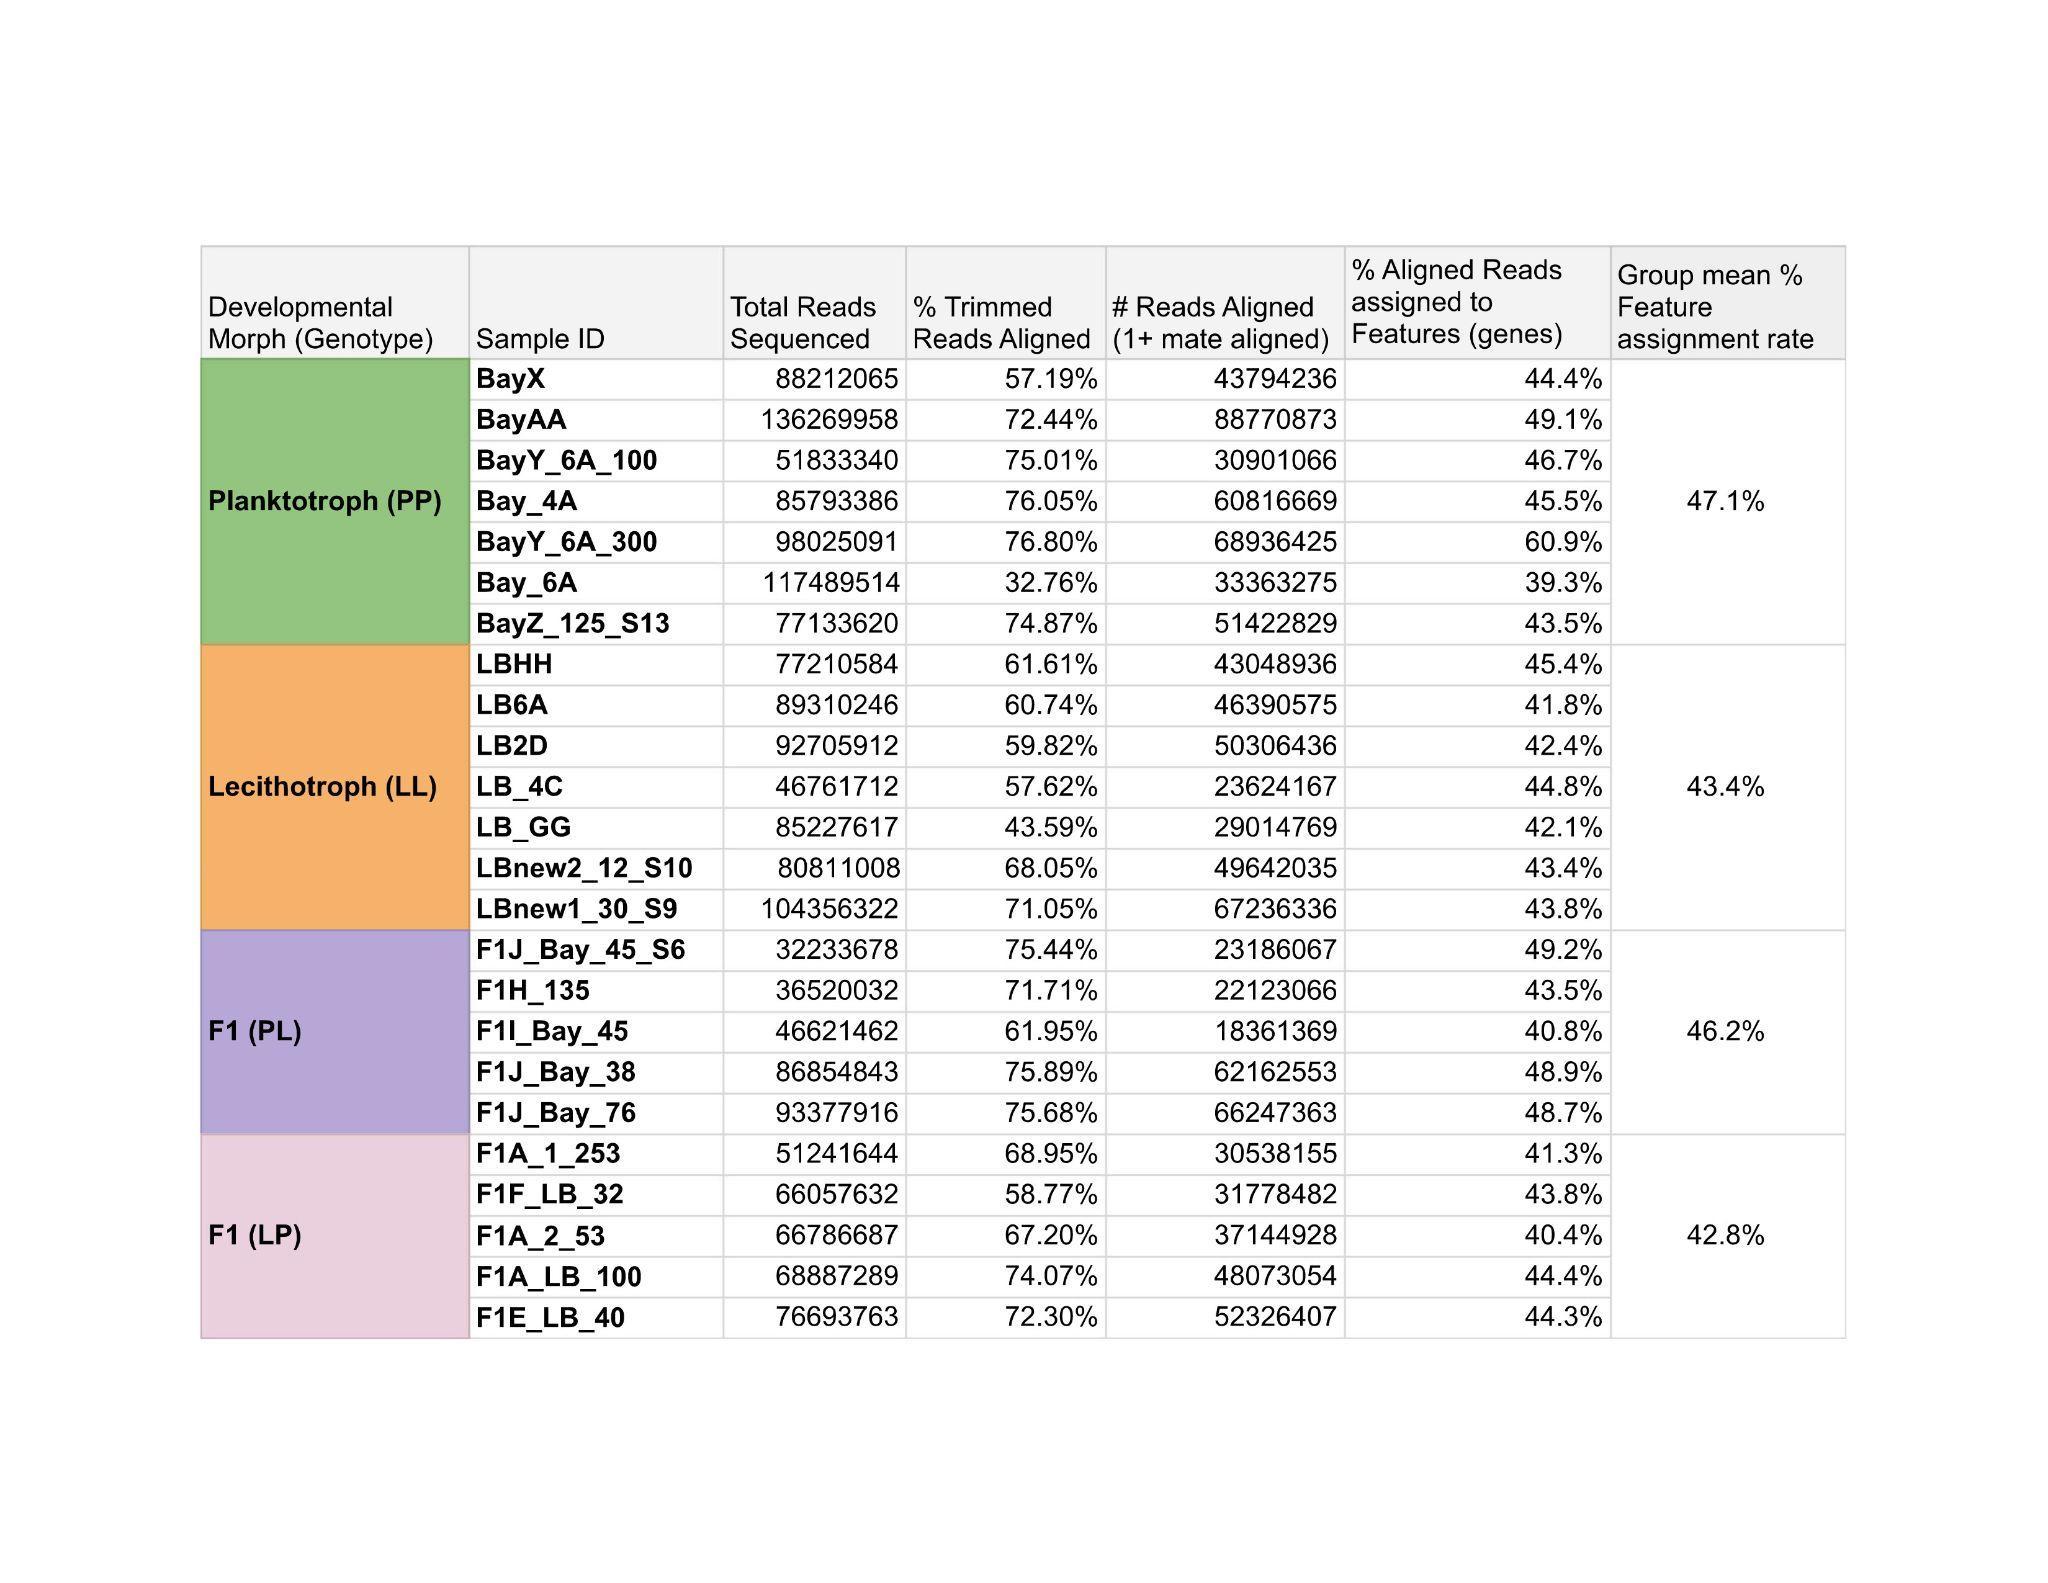

*Supplement Table 2. Genes exclusive to one group: mean counts and annotations*

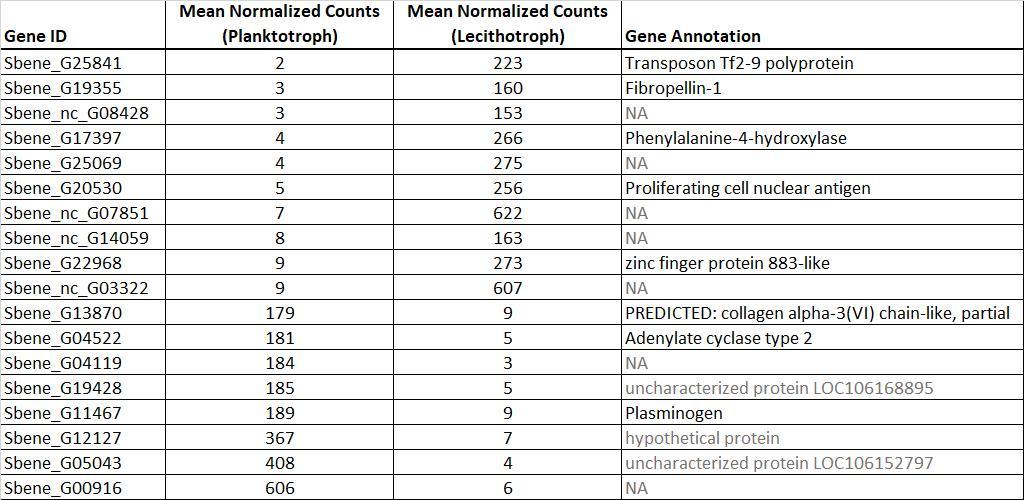

*Supplement Table 3: Criteria for mode of inheritance assignments*

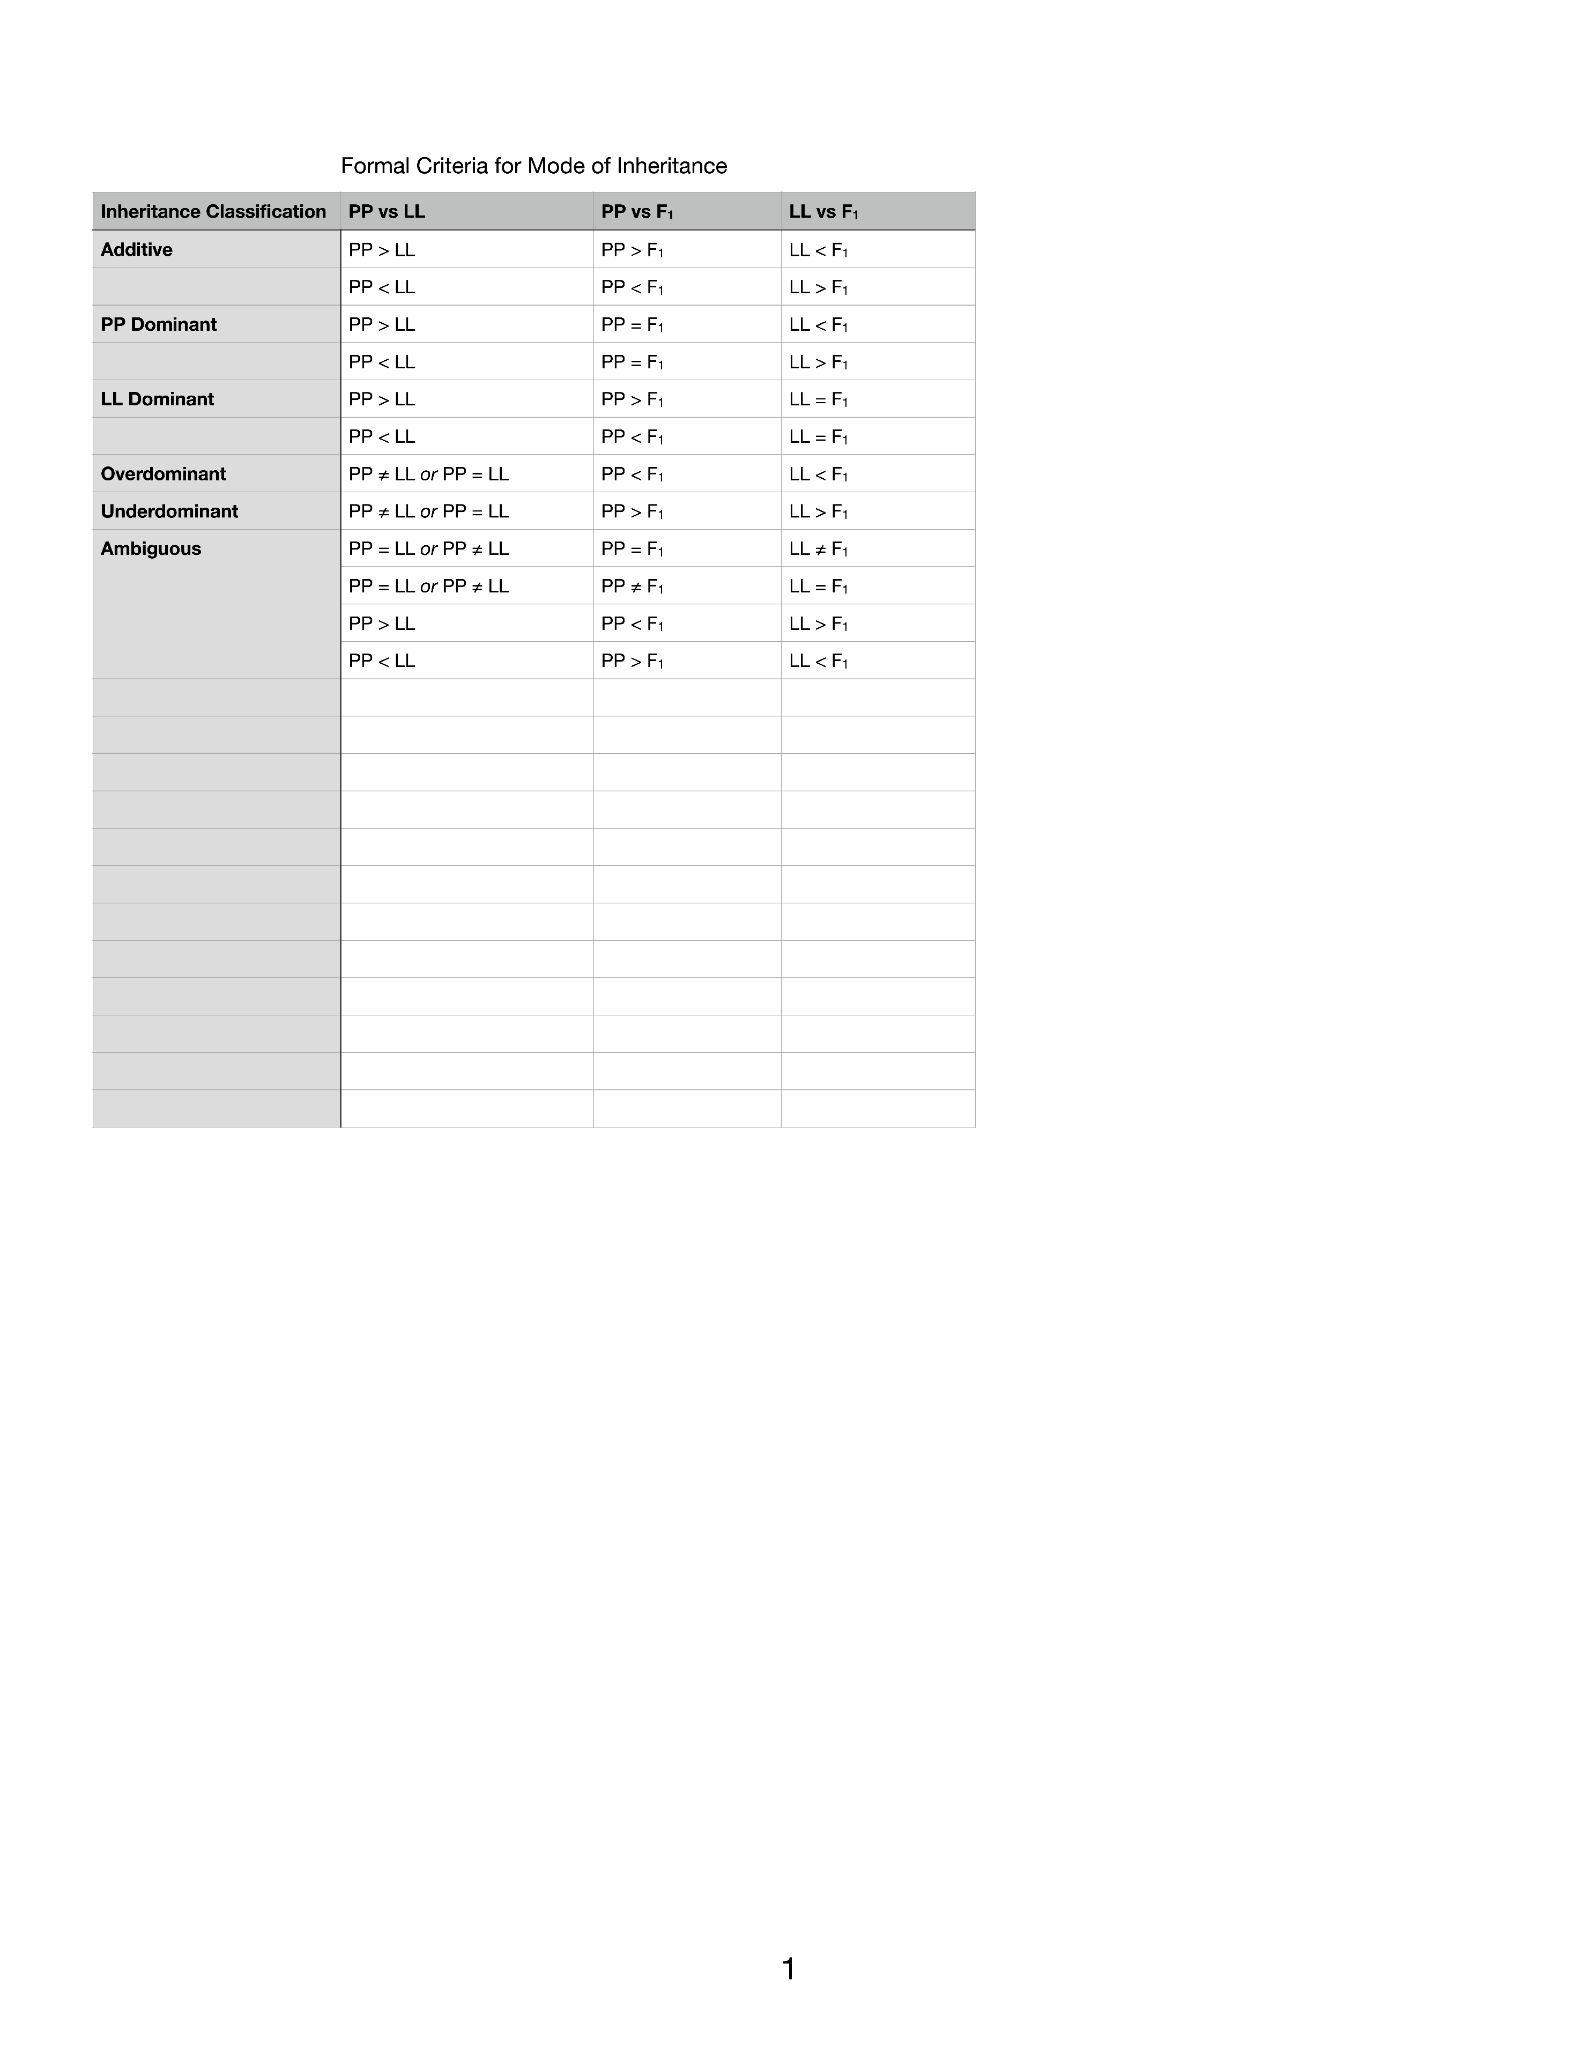

*Supplement Table 4: Annotation of differentially expressed genes with parental effects*

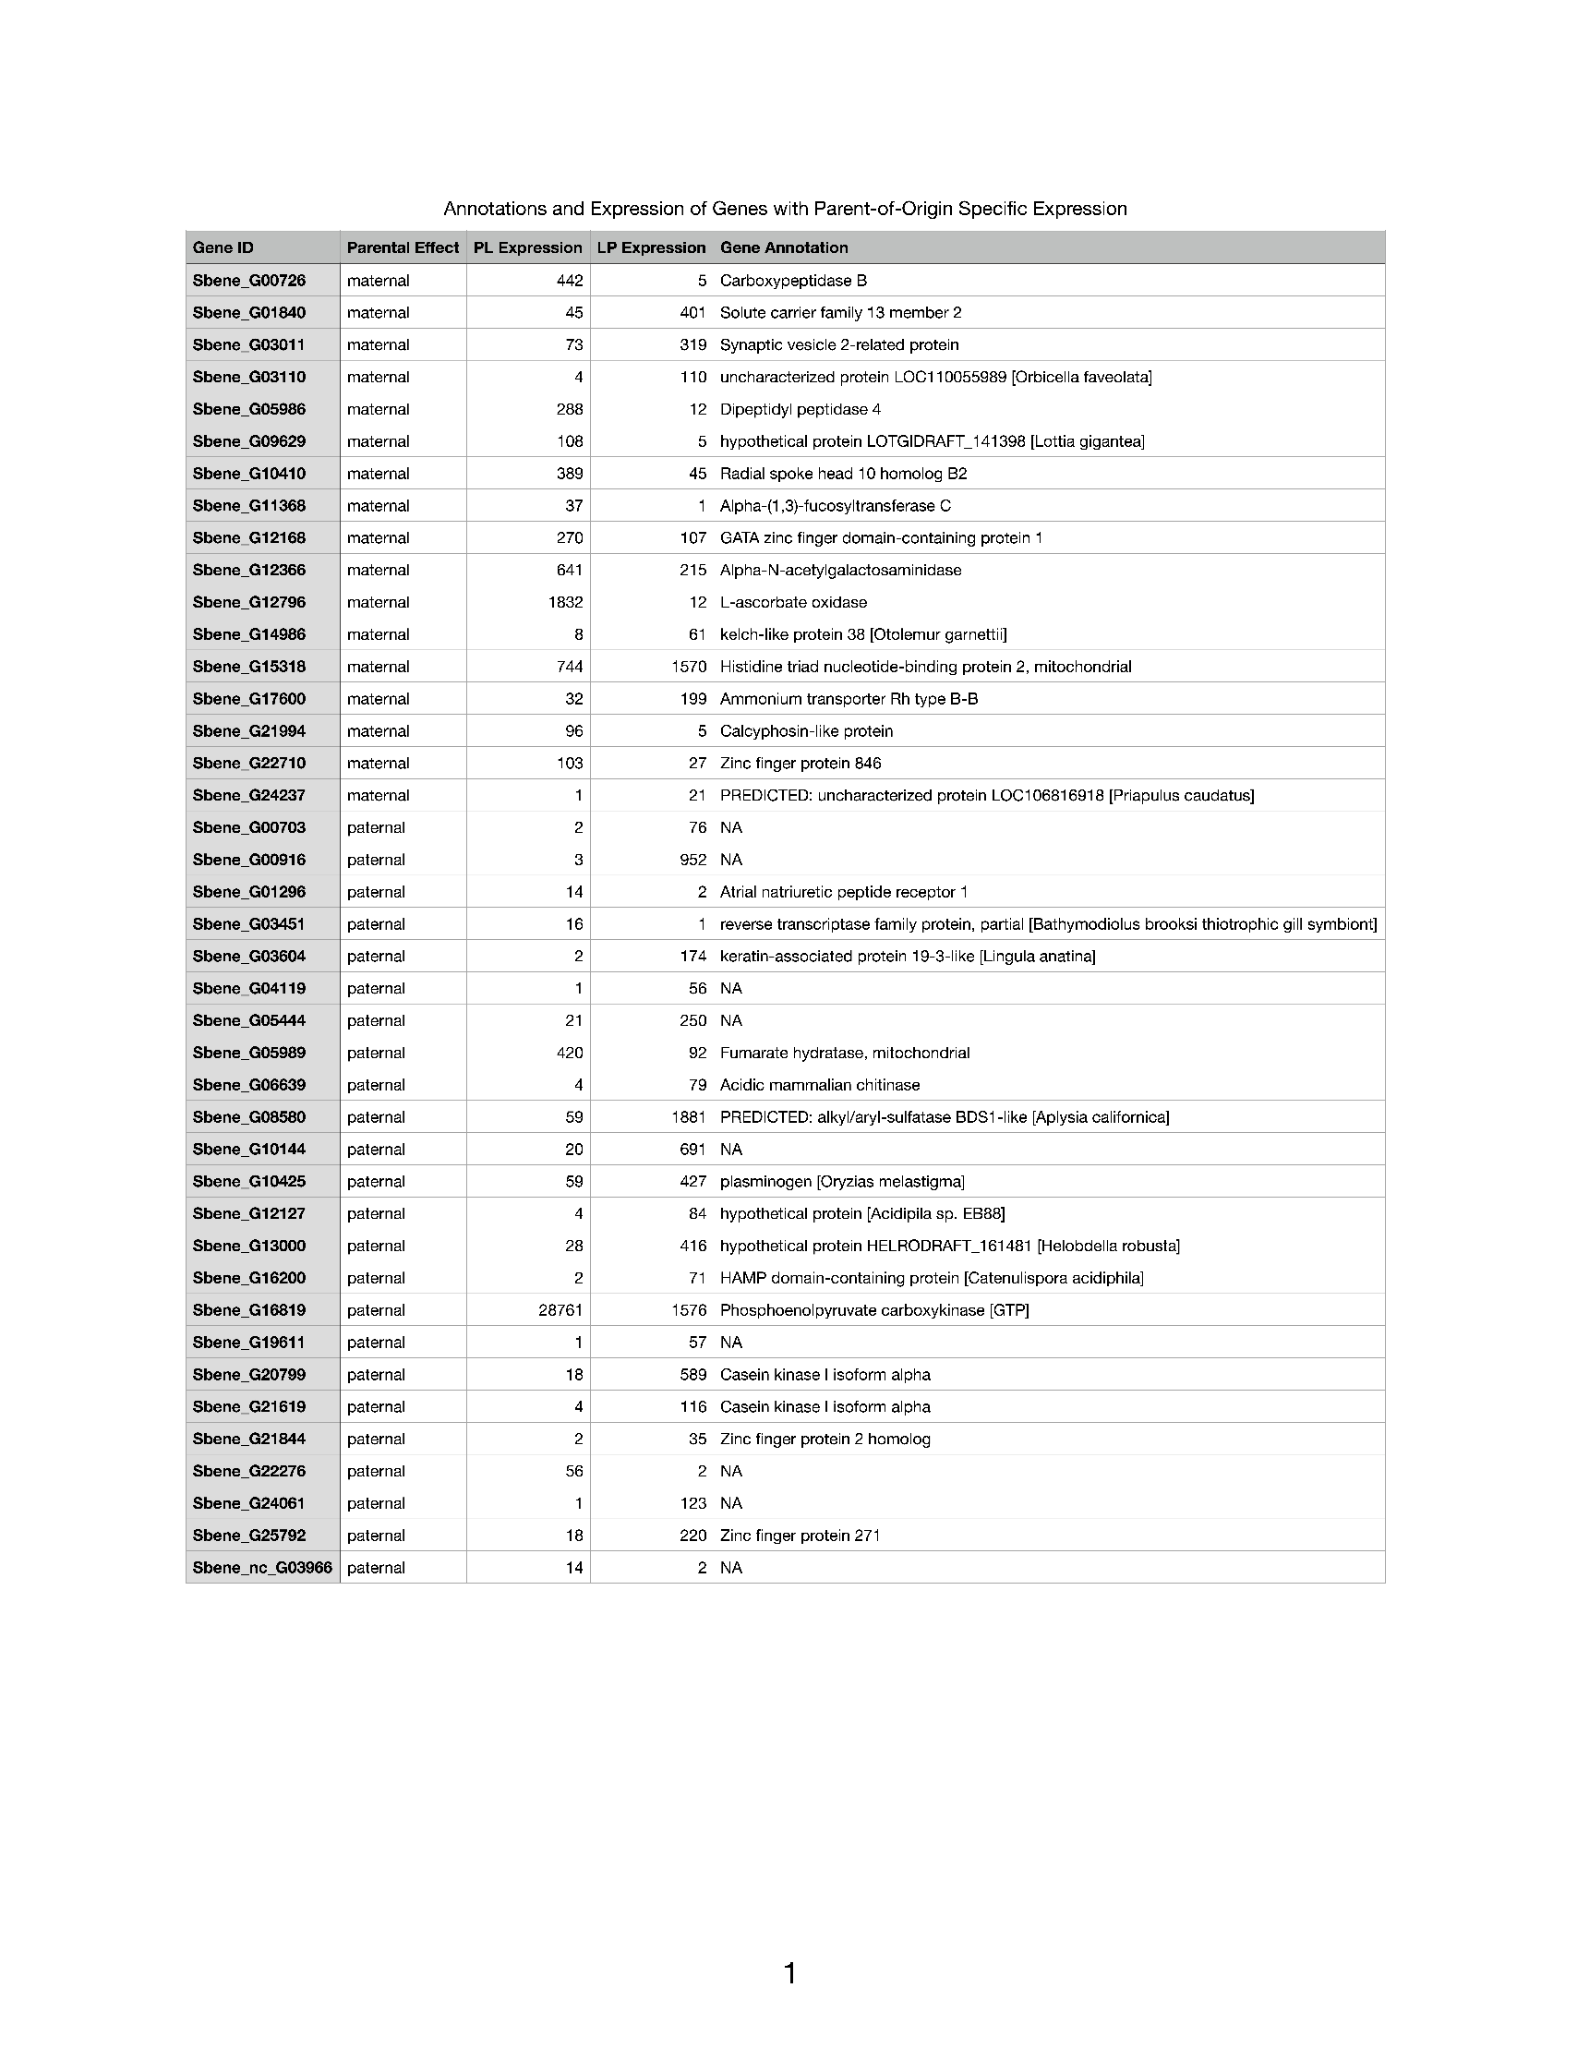

*Supplement Table 5: Criteria for regulatory mode assignments*

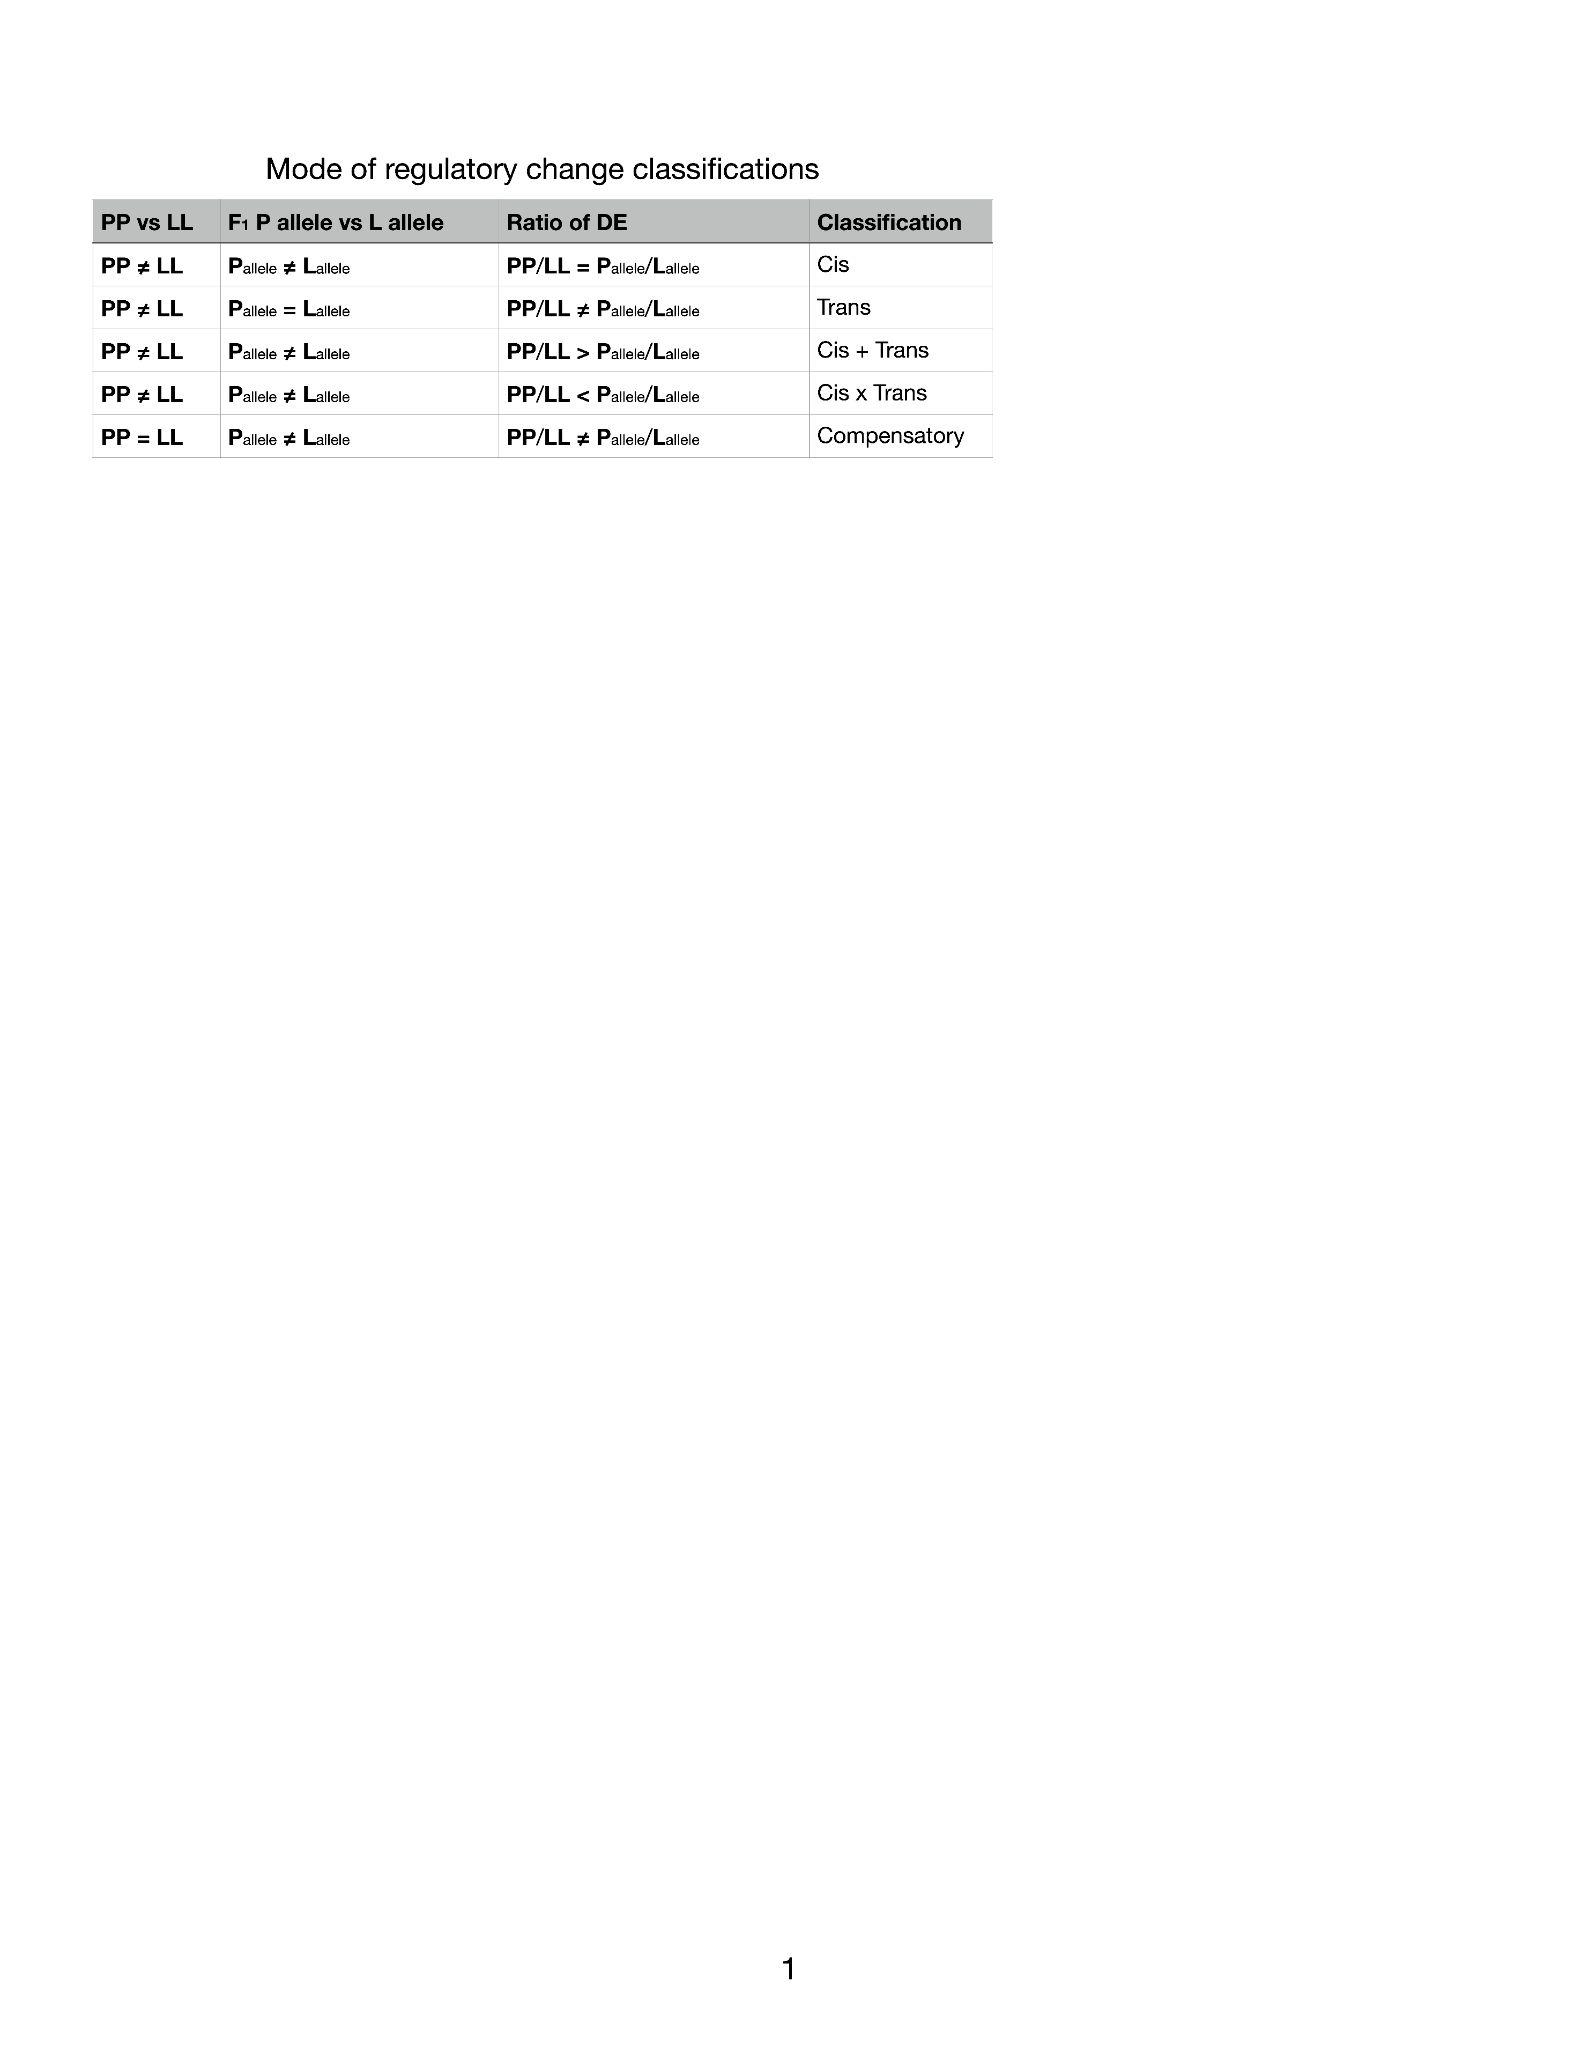

*Supplement Table 6: Selected Housekeeping genes (for RUVg)*
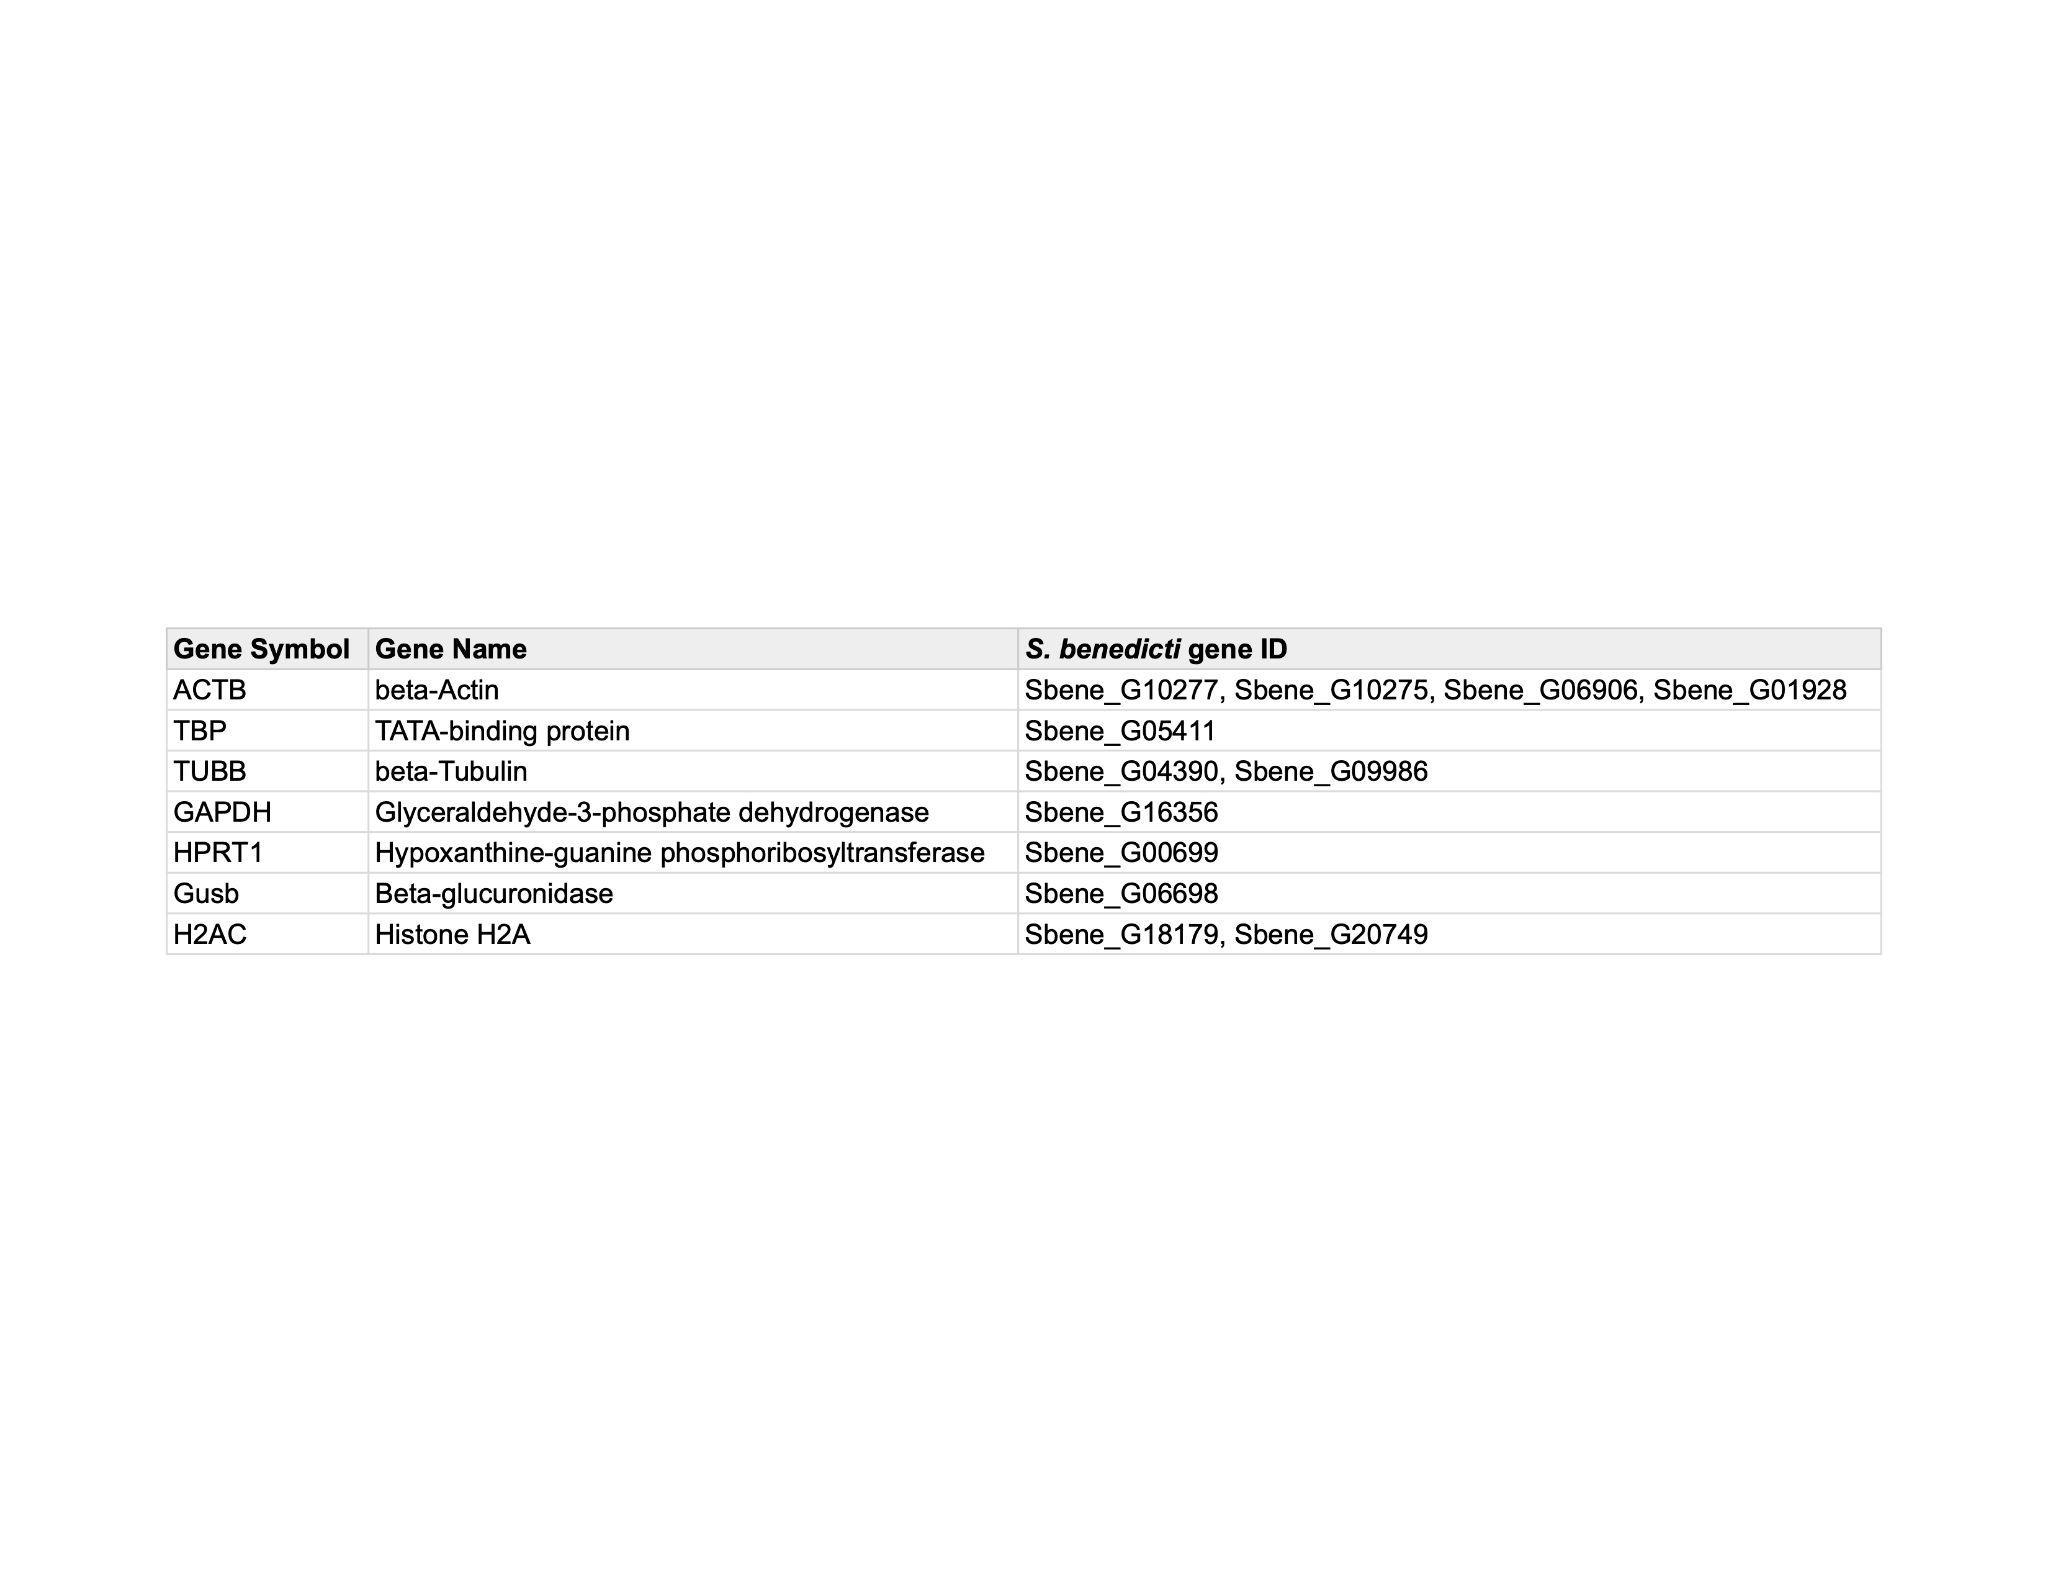

S*upplement Figure 1: REVIGO tree-map of GO terms associated with differentially expressed genes between PP and LL eggs*

**
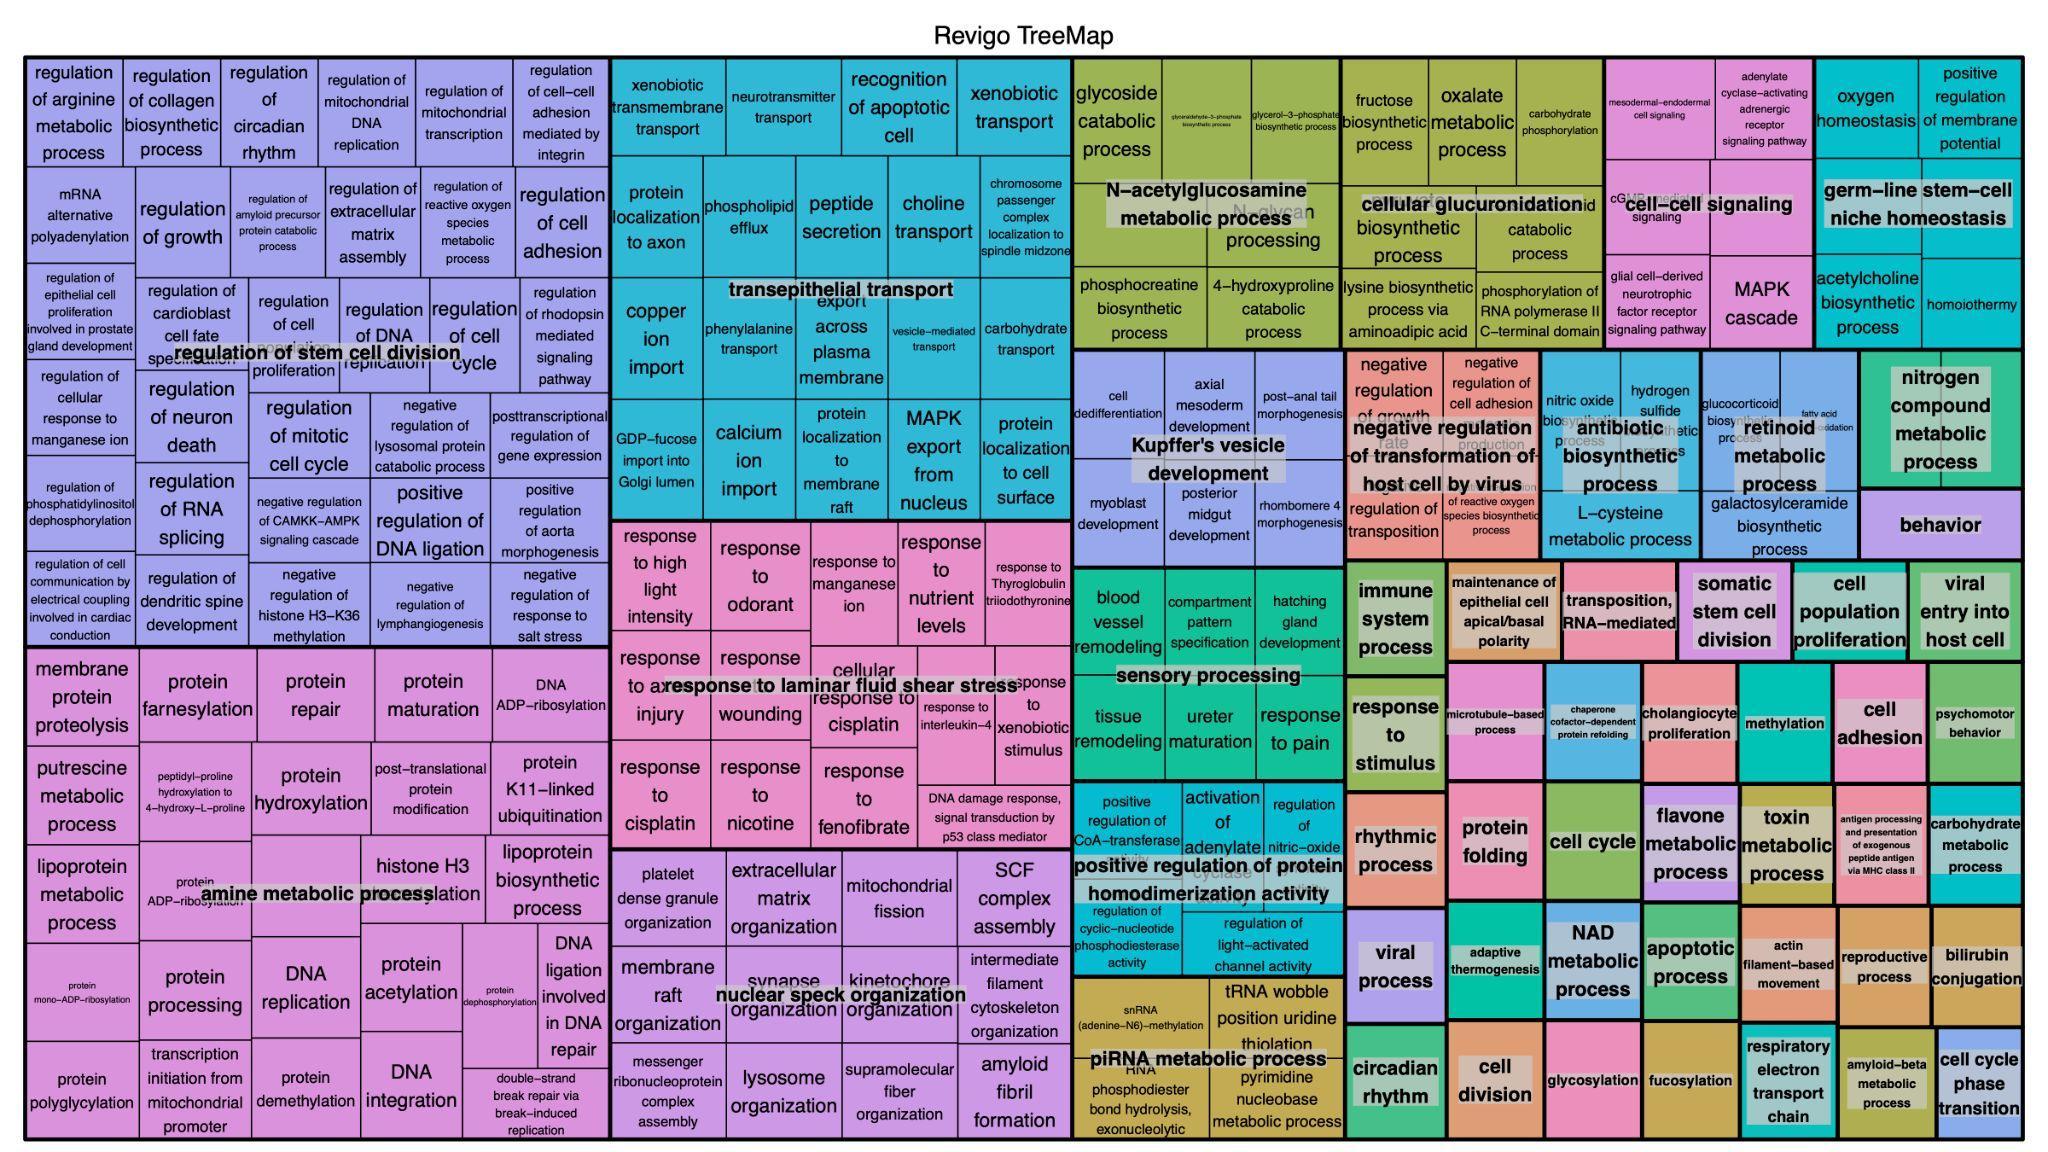
**

*Supplement Figure 2. F_1_ egg expression for genes exclusive to LL or PP eggs. (A) Gene expression in F_1_s when the transcript is expressed only in PP eggs (n= 8). 

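Of the 23 exclusive genes, 16 passed 50 normalized counts in at least 1 F_1_ library, with all 24 libraries normalized together. Sbene_G00916 averaged 348 ± 692 normalized counts in PP (SD, n = 7), and was over 50 in 2 of the 7 PP libraries. It averaged 1192 ± 1193 normalized counts in LP and 2.10 ± 2.18 in PL (SD, n = 5 each), and was over 50 in 3 of the 5 LP libraries. Sbene_G25841 averaged 1.21 ± 1.79 in PP and 191 ± 150 in LL (SD, n = 7 each), and 204 ± 90.2 in PL and 232 ± 121 in LP (SD, n = 5 each). It was over 50 in all 10 F_1_ libraries.

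**Figure D3:**
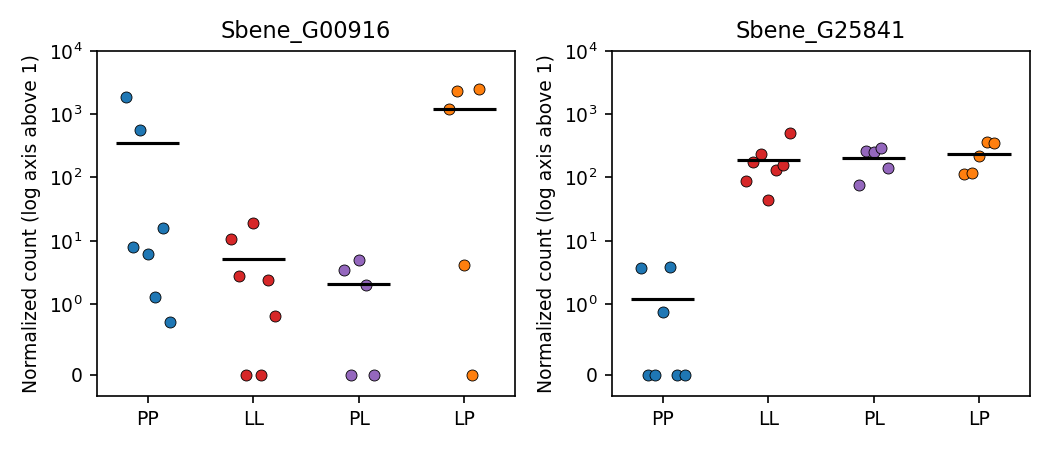
Normalized counts of Sbene_G00916 and Sbene_G25841 in each PP, LL, PL and LP library, all 24 normalized together, on a log axis above 1 and a linear axis under it. Points are libraries and bars are group means, and the LP mean of Sbene_G00916 is 1192.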

(B) Gene expression in F_1_s when the transcript is expressed only in LL eggs (n=10). F_1_ expression values for PL and LP are combined for genes in both figures with the exception of one gene in A for which the expression of the reciprocal F_1_s varied greatly between parental backgrounds in a clearly paternal direction. One PP-exclusive gene (Sbene_G00916) is highly expressed in the F_1_’s eggs, and among the LL-exclusive genes, only one is highly expressed in the F_1_’s eggs (Sbene_G25841).*

A. B.

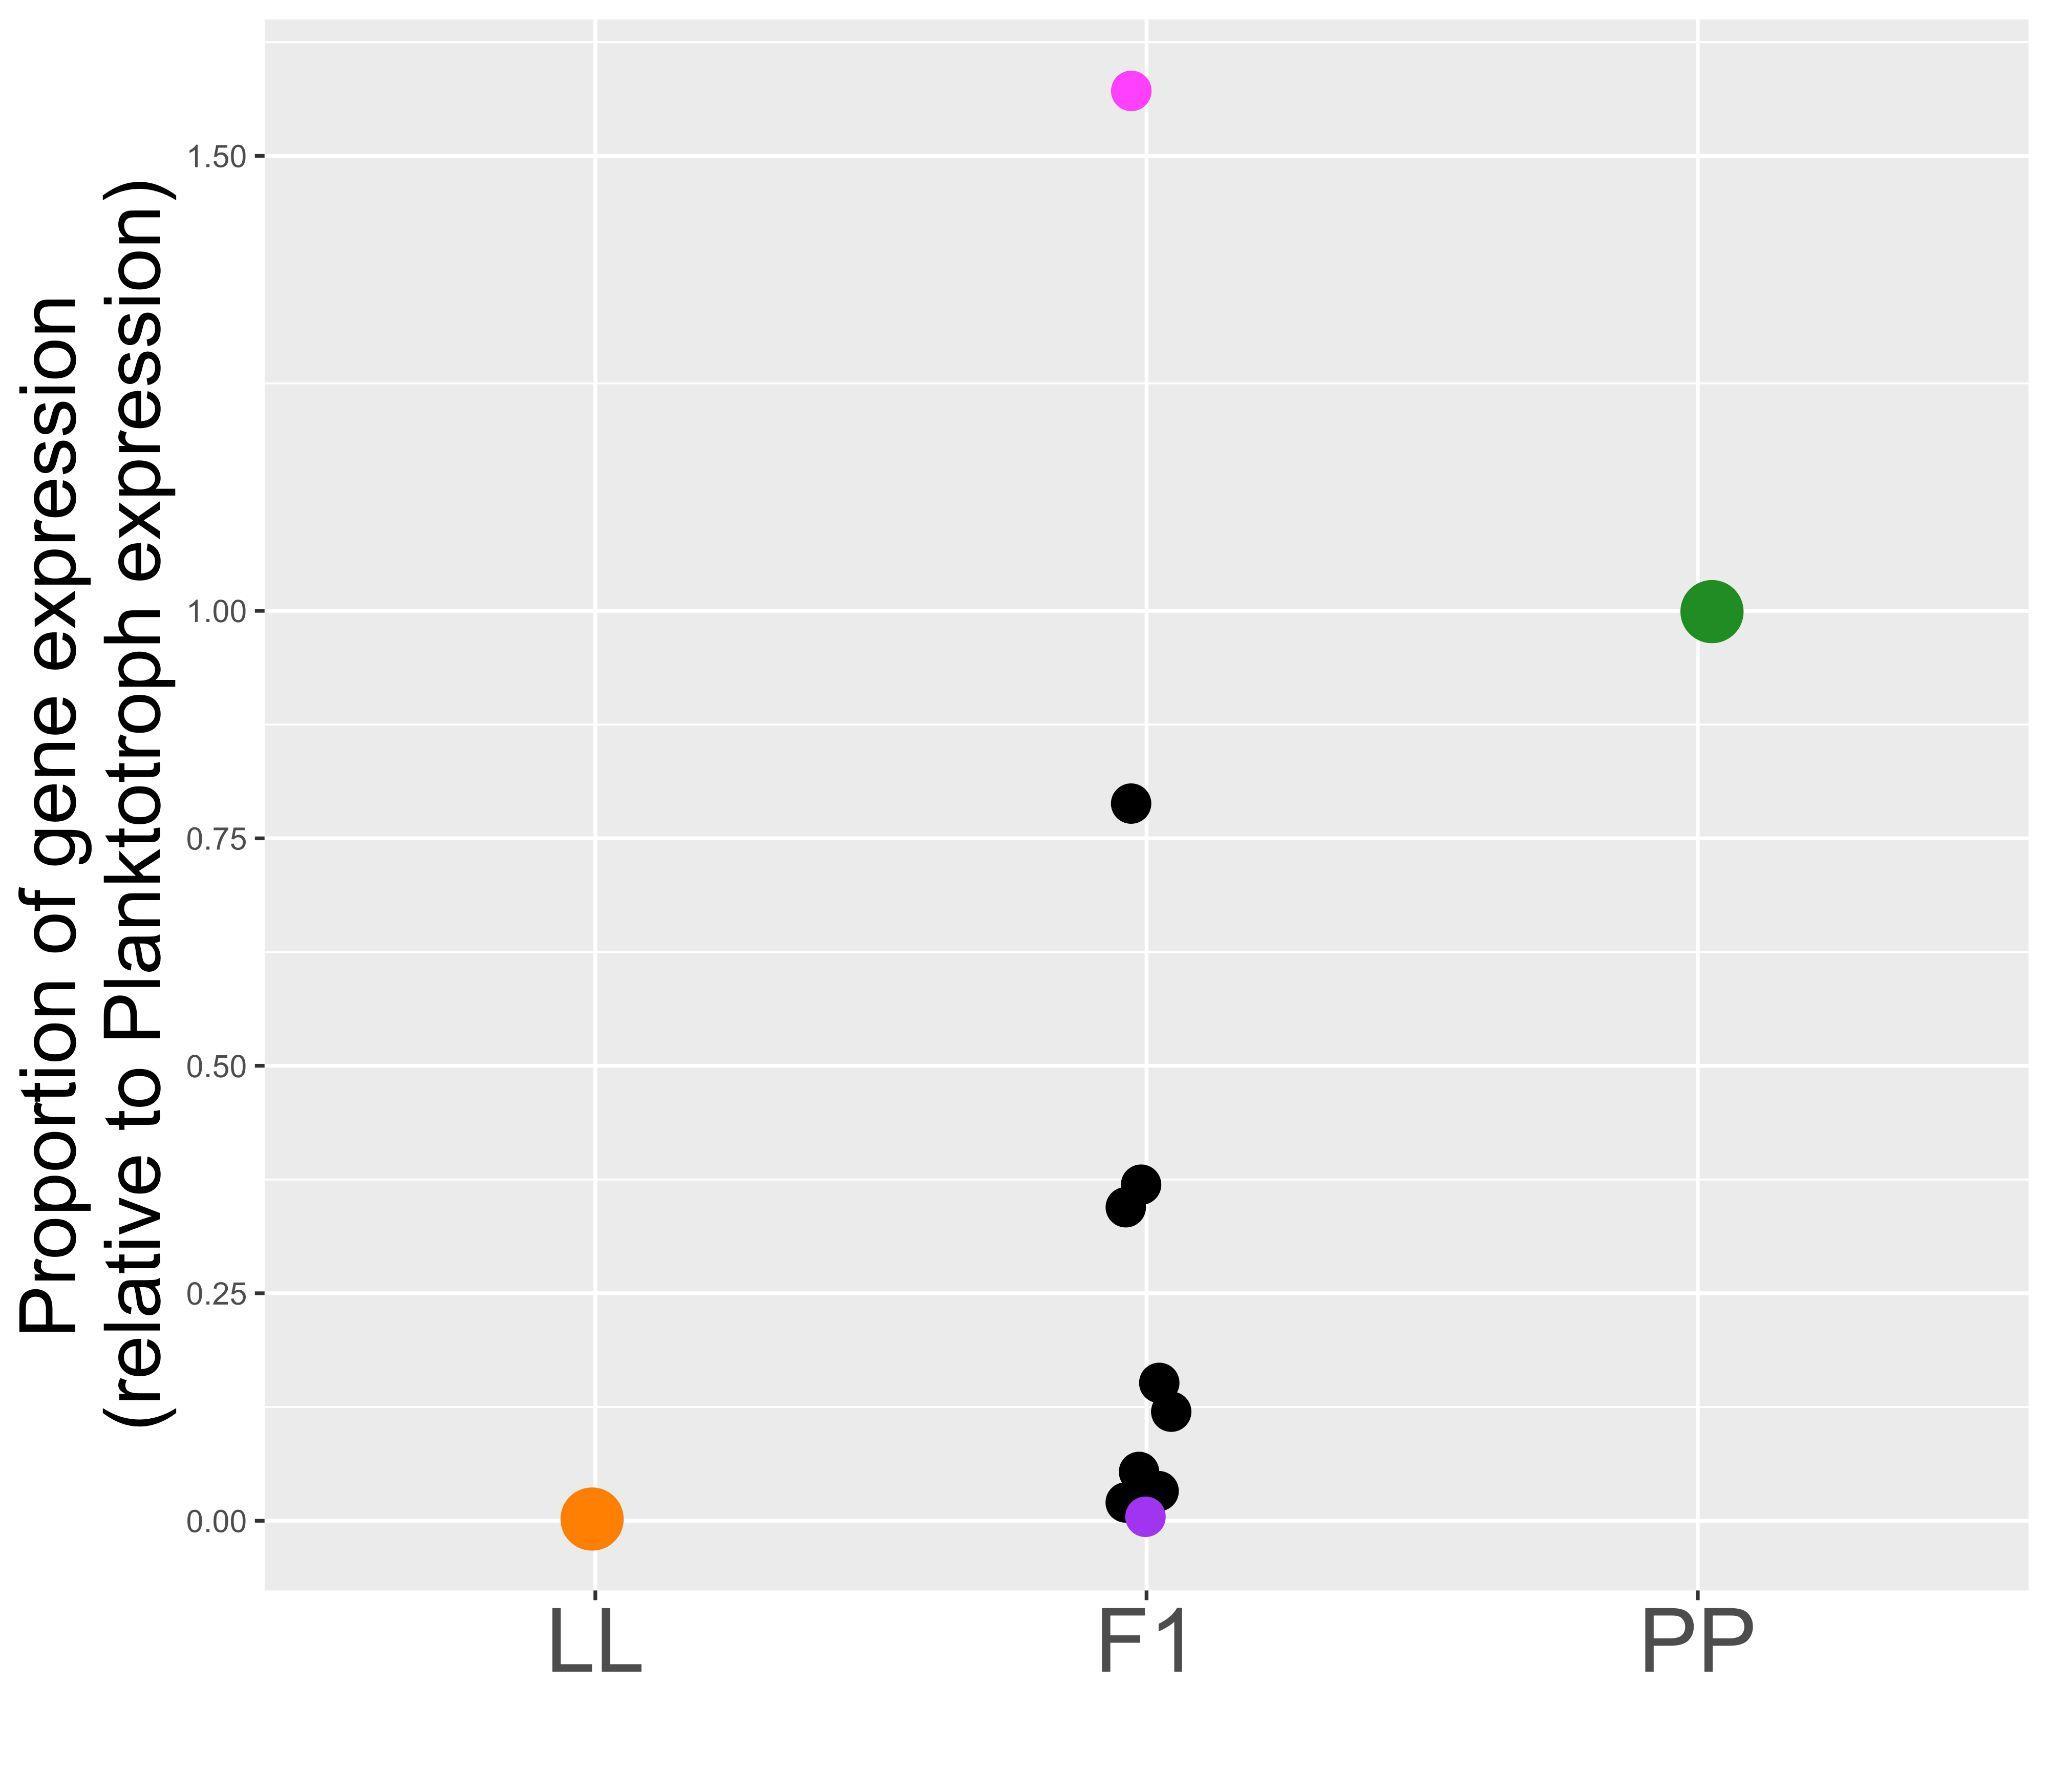

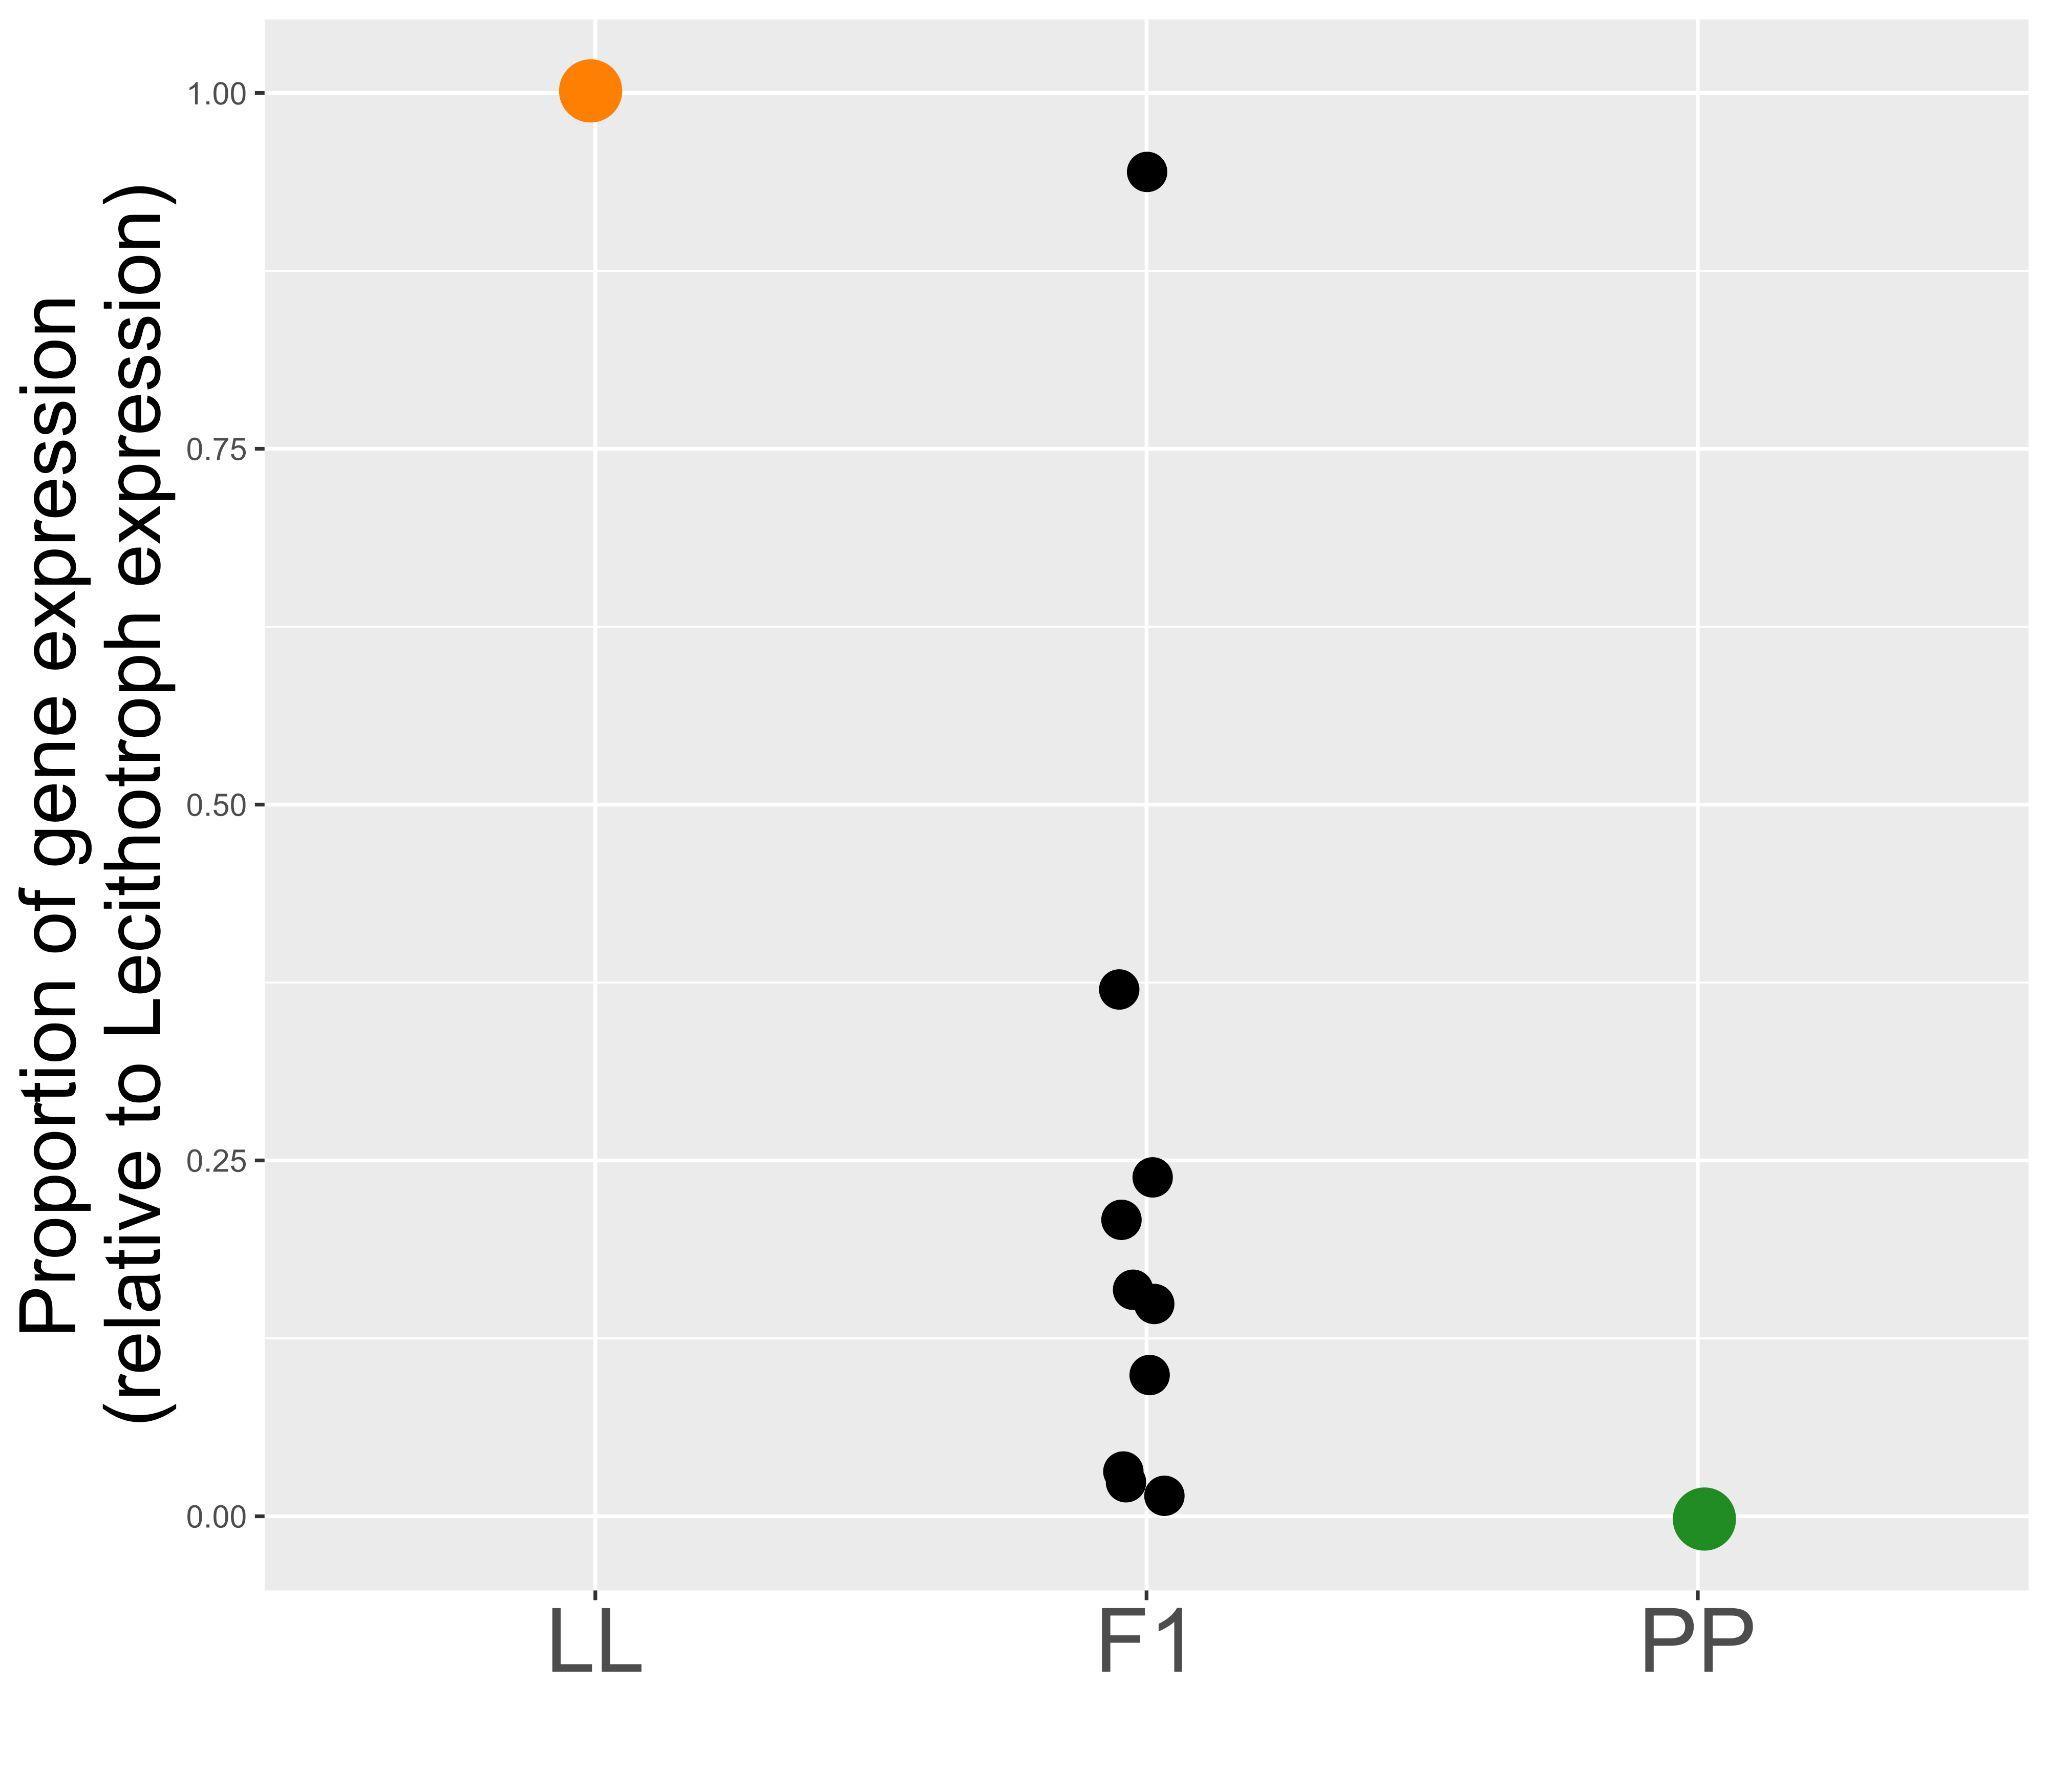

*Supplement Figure 3. Shared gene expression across all groups. 38 genes are differentially expressed between the F_1_s are also differentially expressed between the parent groups PP and LL. 64 genes are differentially expressed between the F_1_s that are not differentially expressed in the parents.*

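By edgeR 1 gene, Sbene_G16819, was differentially expressed both between PL and LP and between PP and LL (Fisher's exact test over genes, p = 0.0699, where genes are not independent replicates). With DESeq2 in both comparisons the overlap was 35 genes, 14 in the maternal direction and 21 in the paternal direction. It was 9 genes when DESeq2 on the 10 F_1_ libraries alone was set against edgeR's PP and LL genes, an alternative chosen after the data had been seen. The 9 and the 35 rest on different lists of PP and LL genes and cannot be compared directly. Both comparisons share no library.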

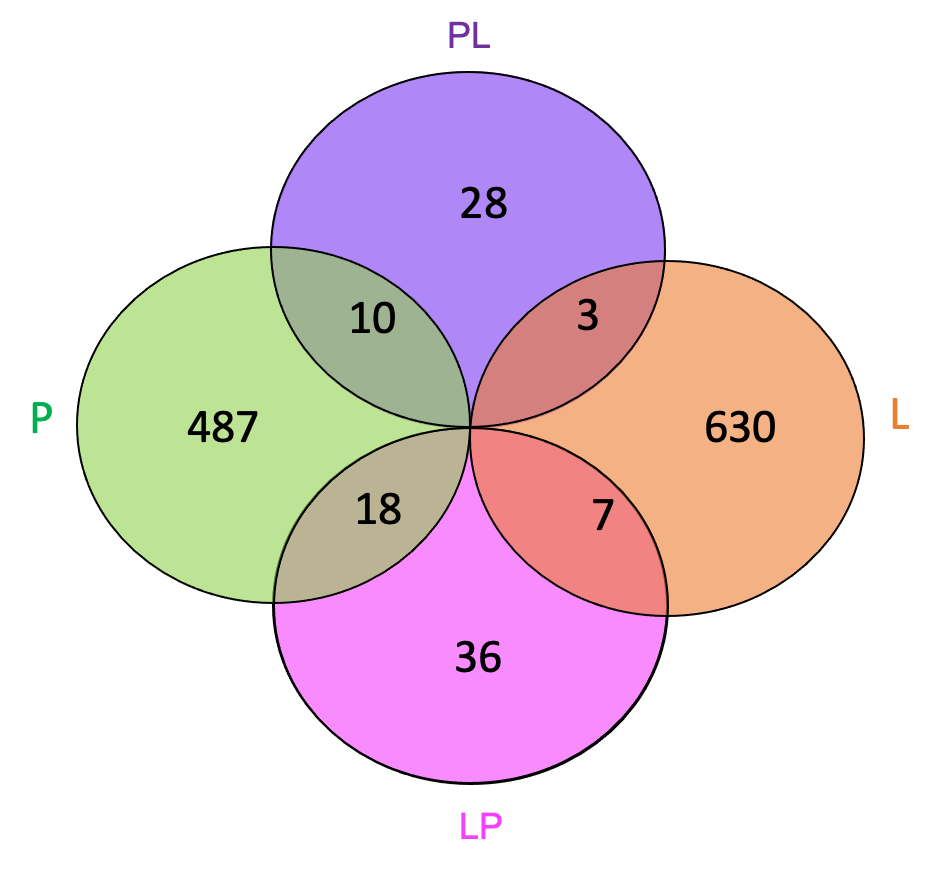

**Supplement:** Supplementary file 1 — Additional file 1: Supplement Table 1. Sequencing and read processing results for all libraries. Supplement Table 2. Genes exclusive to one group: mean counts and annotations. Supplement Table 3. Criteria for mode of inheritance assignments. Supplement Table 4. Annotation of differentially expressed genes with parental effects. Supplement Table 5. Criteria for regulatory mode assignments. Supplement Table 6. Selected Housekeeping genes (for RUVg). Supplement Figure 1. REVIGO tree-map of GO terms associated with differentially expressed genes between PP and LL eggs. Supplement Figure 2. Differences in F1 egg expression for genes exclusive to LL or PP eggs. Supplement Figure 3. Shared gene expression across all groups.

How the deposited data were processed for this re-analysis (not part of the article)

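The mRNA of unfertilized oocytes was sequenced from 7 PP, 7 LL, 5 PL and 5 LP clutches of *S. benedicti*, 1 clutch per female, and the deposited counts per gene were the starting point. According to the Methods, the authors trimmed the reads with TrimGalore (cutadapt and FastP), removed rRNA reads with SortMeRNA, aligned the rest with HISAT2 to the genome of the planktotrophic morph and counted them with HTSeq-count. The values are whole numbers without normalization for 26216 genes, 20221 of them coding and 5995 non-coding by their identifier, and 6635 genes had no count in any library. No 2 libraries of a group held the same counts up to sampling noise, since the smallest chi-square per gene over 62 pairs of replicates was 62.7. Counts on genes ranged from 7489256 to 43609048 per library, with a median of 19499123. Counting error is small beside the spread between clutches at this depth.

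PP and LL were compared in a fit of their 14 libraries, and the F_1_ contrasts came from a fit of all 24 libraries with 4 group means. Both fits used edgeR (version 4.0.16) in R (version 4.3.3), with TMM normalization, edgeR's own filter on low counts, the quasi-likelihood F-test and Benjamini-Hochberg adjustment. Thresholds were an adjusted p of 0.05 or less for PP against LL, an adjusted p under 0.1 for tests with F_1_ libraries, and a fold change over 1.5 for both. Modes of inheritance followed STable 3, with the F_1_ taken as the mean of PL and LP, after genes that differed between PL and LP were removed. The parent-of-origin direction followed the Methods. Exclusive genes had a mean count, normalized by DESeq2's median of ratios, under 10 in one morph and over 150 in the other. The PCA used the 500 most variable genes after DESeq2's variance stabilizing transformation. Scores and shares were compared between groups with exact permutation tests, and the spread within groups with 100000 permutations.

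The groups, the tests of the paper's claims and the alternatives were fixed before the data were examined, apart from the alternatives described as chosen later. The tests of explanations in the closing section were not fixed then. Fits of the groups had been seen when they were written down, and the closing section names those chosen after their own results were seen. The alternatives were DESeq2 (version 1.42.0), the paper's tool, the median of ratios in place of TMM, other filters and thresholds, other sets of libraries in a fit, the label of 2 technical replicates as a covariate, a block of replicate numbers, 1 factor from RUVg's method with 1000 empirical control genes, F_1_ libraries summed by the letter in their sample ID, and each library left out in turn. The alternatives chosen later removed the effect of that label from the PCA with limma (version 3.58.1), left the labelled libraries out of the PCA and the comparison of spread, added the label to DESeq2, fitted DESeq2 to the 10 F_1_ libraries alone, summed PP replicates 5 and 6, set the non-coding share against all genes in the files, counted over- or underdominant genes over all tested genes, and set the variance within the F_1_ groups against the variance between PP and LL. The genes named are those in the paper's running text and legends, the 12 genes of STable 6, and the 3 genes in each direction with the largest log2 fold change among those called whose groups do not overlap. STable 2 and STable 4 had been seen when that rule was written.

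The fits were tested on simulated data in which 200 genes had a 3-fold change. For PP against LL edgeR recovered 47.5% of them, with 5 false calls among 100, and DESeq2 recovered 69.5%, with 18 false calls among 157. For PL against LP edgeR recovered 46.5%, with 9 false calls among 102, and DESeq2 recovered 61.0%, with 35 false calls among 157. RUVg with the housekeeping genes of STable 6 was not repeated. Allele-specific reads, cis and trans regulation, gene annotation and egg size were not analysed here.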

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

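The tests in this part of a mix with oocytes of the other morph were chosen only after the results were seen. In 108 groups of libraries, 44 of library measures and 64 of normalized counts of named genes, 19 held a library far from the others of its group by Dixon's test, which chance alone gives in about 1 in 20 groups. Normalized counts in this part come from all 24 libraries normalized together.

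In the PCA of all groups LL replicate 1 had a PC2 score of -10.3, while the next LL library had 1.07. No technical explanation for its position was tested, and no biological one.

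PP replicate 2 stood apart in 5 genes. It had 92592 normalized counts of Sbene_G10275, where the next PP library had 46864, and 10827 of Sbene_G05411, where the next had 4739. It had 120812 of Sbene_G16356, where the next had 78298, and 429 of Sbene_G17104, where the next had 221. It had 6.45 of Sbene_G10036. The first 4 counts lie above every LL library, and a mix with LL oocytes would need at least 237% of the highest LL library (Sbene_G05411), so it is excluded for these 4 genes. The same library had the lowest share of aligned reads, 33.9%. Whether the quality of its reads and these counts are related was not tested, and a difference between clutches stays open.

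PP replicate 1 had 1846 normalized counts of Sbene_G00916, where the next PP library had 562, and 1.24 of Sbene_G23835. LL replicate 4 had 77.3 of Sbene_G11336, where the next LL library had 6.67, and 37.7 of Sbene_G17489, where the next had 10.3. LL replicate 2 had 432 of Sbene_G00699 and 13.9 of Sbene_G18179. The count of Sbene_G00916 lies above every LL library, of which the highest had 18.9, so a mix with LL oocytes is excluded for it. In LL replicate 2 a mix with PP oocytes would need at least 60.2% for Sbene_G00699 and 76.3% for Sbene_G18179, taken from the highest PP library, while 48 genes called higher in PP without this library, and without overlap between the morphs, stood there at a median of -5.23% of the way from the mean of the other LL libraries to the PP mean (quartiles -20.9% and 7.14%), so it is excluded for both genes. In LL replicate 4 a mix cannot be told apart from a difference between clutches, since 82 such genes stood at a median of 18.6%, LL replicate 6 had 17.4%, and the 2 genes would need 8.78% and 17.3%. Differences between clutches stay open for all these genes and were not tested, nor was a mix with other oocytes.

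The other libraries that stood apart did so mostly in genes of low count. PP replicate 4 had 16.0 normalized counts of Sbene_G06980 and 35.5 of Sbene_G09986. PP replicate 3 had 7.86 of Sbene_G09676 and 2.31 of Sbene_G06906, LL replicate 3 had 13.3 of Sbene_G20253, and LL replicate 7 had 5.00 of Sbene_G06906 and 502 of Sbene_G25841. LL replicate 7 carries the label of 2 technical replicates, but LL replicate 6, which carries it too, did not stand apart in these genes. The counts of Sbene_G09986 and Sbene_G25841 lie above every library of the other morph, so a mix with that morph is excluded for these 2 genes. For Sbene_G06980, Sbene_G09676 and Sbene_G20253 here, and Sbene_G10036 and Sbene_G23835 above, it would need from 1.40% to 14.2% of the highest library of the other morph, and at these low counts a mix cannot be told apart from a difference between clutches. Sbene_G06906 stayed under 10 in all PP and LL libraries. PP replicate 3 also stood apart in a wider set, 124 genes called higher in LL without it and without overlap between the morphs. Of these, 34 lay nearer to the LL mean there (median 6.31% of the way, upper quartile 53.1%). The other PP libraries had from 3 to 13 such genes. Its squared distance from the group mean, 0.706, was the largest of the 24 libraries. A mix with LL oocytes cannot be told apart from a difference between clutches for it.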

How the results depend on the processing

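DESeq2 with the label of 2 technical replicates as a covariate, DESeq2 on the 10 F_1_ libraries alone, the PCA with the labelled libraries left out, the PCA with the effect of the label removed, the comparison of spread without the labelled libraries, the sum of PP replicates 5 and 6, the non-coding share against all genes in the files, the count of over- or underdominant genes over all tested genes and the comparison of the F_1_ variance with the variance between PP and LL were chosen only after the results were seen. Except where the construction of an alternative shows it, the cause of a change was not tested. For the named genes, 443 of 478 fold changes under an alternative kept their direction and their side of the threshold, 22 fell short of it and 12 newly passed it. The other 1 changed direction, Sbene_G05411, with a log2 fold change of PP over LL of -0.150 without PP replicate 2, short of the threshold there as with all libraries (0.110), and a range from -0.150 to 0.231 with each library left out in turn.

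For the PP vs LL differentially expressed genes, 334 by edgeR, DESeq2 called 1054 (465 higher in PP, 589 higher in LL, 98 non-coding), and with the label as a covariate 1173 (567, 606 and 93). With PP replicates 5 and 6 summed, which leaves 6 PP libraries, edgeR called 213 (100 higher in PP, 113 higher in LL) and assigned a mode of inheritance to 121. PP vs LL genes higher in PP numbered 305 and PP vs LL genes higher in LL 298 in the fit of all 24 libraries, 603 together, which has more libraries behind its estimate of the spread. PP vs LL non-coding genes numbered 44 there, 44 with no filter on low counts, 40 with a mean count of at least 10 and 15 among the libraries without the label, where 98 genes were higher in LL. With each library left out in turn, the number called ranged from 170 to 506, with 74 to 222 higher in PP, 96 to 284 higher in LL and 16 to 30 non-coding. It was 506 without PP replicate 3, 199 without PP replicate 5, 187 without PP replicate 6, 206 without LL replicate 1, 170 without LL replicate 2 and 189 without LL replicate 3. The non-coding share of PP vs LL differentially expressed genes ranged from 5.93% to 11.5% with each library left out, and was 13.4% with no filter. Non-coding genes were called more often than other tested genes in every setting of this test but one, with an odds ratio of 1.58 with no filter in place of 24.9, and less often (odds ratio 0.517) when the 13.4% with no filter are set against all genes in the files, which include those without a count. For the housekeeping genes PP vs LL, 1 gene passed with the label as a covariate in edgeR, 1 in DESeq2 and 1 among the libraries without the label, and 0 passed with any library left out.

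Pairing the libraries by replicate number is not borne out by the values. Correlations between the paired libraries ran from -0.115 to 0.517 for PP and LL and from -0.0738 to 0.322 for PL and LP. With the replicate number as a block, 171 PP vs LL differentially expressed genes were called, 72 PP vs LL genes higher in PP and 99 PP vs LL genes higher in LL, and for PL and LP 0 genes, with 0 in the overlap and 1039 at an unadjusted p under 0.05 by edgeR.

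For the PL vs LP differentially expressed genes, 2 by edgeR, DESeq2 called 102 (43 PL vs LP genes higher in PL, 59 PL vs LP genes higher in LP) and 251 on the 10 F_1_ libraries alone (110 and 141). By edgeR 5 genes, all higher in PL, were called with no filter. It called 0 on the 10 F_1_ libraries alone, with 734 at an unadjusted p under 0.05, where chance alone would give 453.7. It also called 0 with libraries summed by letter, with 206, where chance alone would give 572.35. With each library left out in turn the number ranged from 0 to 8, with 0 to 5 higher in PL and 0 to 5 higher in LP. It was 6 without PL replicate 1, 8 without PL replicate 2, 1 without LP replicate 1 and 0 without LP replicate 3. The overlap of PL vs LP with PP vs LL was 35 by DESeq2 in both comparisons. It was 9 by DESeq2 on the 10 F_1_ libraries, where the PP vs LL genes were those of edgeR. By edgeR it was 2 with no filter, 0 on the 10 F_1_ libraries and 0 summed by letter. It was 0 to 2 with each library left out, 2 without PL replicate 1 and 0 without LP replicate 1 or 3. The parent-of-origin direction was given for 35 genes by DESeq2 (parent-of-origin maternal 17, parent-of-origin paternal 18), 3 with no filter (1 and 2), 2 with a factor from control genes (2 paternal) and 0 with the label as a covariate or summed by letter (0 paternal). It ranged from 0 to 4 with each library left out (0 to 1 maternal, 0 to 3 paternal), with 4 without PL replicate 1 and 0 without LP replicate 1 or 3.

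For the mode of inheritance, assigned for 157 genes by edgeR, the label as a covariate left 12 genes, with inheritance: dominant 12, inheritance: P-dominant 3, inheritance: L-dominant 9 and inheritance: additive 0, where 16 genes lay between both parents at an unadjusted p under 0.05 by edgeR. DESeq2 assigned 539 (507 dominant, 244 P-dominant, 263 L-dominant, 32 additive). The fit of all 24 libraries for PP and LL assigned 265 (256 dominant, 101 P-dominant, 155 L-dominant). DESeq2 with the label as a covariate assigned 199 (195 dominant), with 3 additive genes and 1 for inheritance: over- or underdominant. Counted over all tested genes, over- or underdominant genes numbered 33 by edgeR, 89 by DESeq2 and 23 by DESeq2 with the label as a covariate, and 0 by edgeR with that covariate, where 182 lay beyond both parents at an unadjusted p under 0.05. With each library left out in turn the number assigned ranged from 97 to 226, with 93 to 215 dominant, 25 to 99 P-dominant, 57 to 116 L-dominant and 4 to 11 additive. It was 102 without LL replicate 1, 97 without LL replicate 2 and 103 without LL replicate 3. Additive genes numbered 5 without PP replicate 1, 2 or 6, LL replicate 4, or PL replicate 1 or 3, and 4 without LL replicate 2 or PL replicate 4 or 5. P-dominant genes numbered 99 without PP replicate 3, 32 without LL replicate 1, 25 without LL replicate 2 and 32 without LL replicate 3. The number of conserved genes stayed within 1.5 times under every alternative run.

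For exclusive genes, 23 in all, an upper limit of 100 gave 49 (13 exclusive genes expressed in PP, 36 exclusive genes expressed in LL) and a lower limit of 5 gave 12 (8 in LL), since these limits admit more or fewer genes by construction. With each library left out in turn the number ranged from 21 to 30, with 4 to 11 in PP and 15 to 24 in LL, and 11 in PP without LL replicate 4. For the PCA of PP and LL, PC1 differed between the morphs with log2 CPM (29.2% of variance, exact permutation test, p = 0.00233), in the libraries without the label (32.5%, exact permutation test, p = 0.0108) and with the label effect removed (30.4%, exact permutation test, p = 5.83e-04). The PC2 of PP and LL no longer did with log2 CPM (22.0%, exact permutation test, p = 0.0699) or with the label effect removed (18.6%, exact permutation test, p = 0.111). On PC2 of all groups PP and LL did not differ (exact permutation test, p = 0.0775), but they did with log2 CPM (13.7%, exact permutation test, p = 5.83e-04) and with the label effect removed (15.0%, exact permutation test, p = 5.83e-04). For the PCA of all groups, PC1 held 19.2% with all genes that passed the filter. The variance within the F_1_ groups was 4.38 times the variance between PP and LL, 3.64 to 4.96 times with each library left out in turn and 3.45 times without the labelled PP and LL libraries. Without these, the ratio of F_1_ to parental spread within groups was 0.991 (permutation test, p = 0.958) in place of 0.893. Low counts limit what could be tested, since edgeR's filter removed 271 of the 1054 genes that DESeq2 called.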

Differences from the paper's values

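DESeq2 with the label of 2 technical replicates as a covariate, the PCA with the labelled libraries left out, the PCA with the effect of that label removed, the comparison of spread without the labelled libraries, the count of over- or underdominant genes over all tested genes and the comparison of the F_1_ variance with the variance between PP and LL are the alternatives in this part that were chosen only after the results were seen. DESeq2 is the test that the paper's methods name.

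For PP against LL the paper's number of differentially expressed genes is 1155 and the value here is 334. The paper's numbers are 515 higher in PP, 640 higher in LL and 92 non-coding, and the values here are 176, 158 and 24. Of the alternatives set before the data were examined, DESeq2 gave numbers within 1.5 times the paper's, with 1054, 465, 589 and 98 genes, and the others did not. DESeq2 with the label as a covariate, chosen after seeing the values, also came within 1.5 times, with 1173, 567, 606 and 93 genes. How many of the paper's own called genes it drops was not analysed here.

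The paper counts 10 genes exclusive to LL and the value here is 17. With a lower limit of 5 it was 8, and without LL replicate 2 it was 15, both within 1.5 times the paper's. The other alternatives set before the data were examined stayed outside that range.

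In the PCA of all groups PC1 holds about 21% of the variance in Fig. 3a, read by eye, and 36.3% here, where the paper's RUVg step was not repeated. With all genes that passed the filter it held 19.2% and with log2 CPM 30.3%, both nearer than 1.5 times, and these were the alternatives set before the data were examined. With the label effect removed, chosen after seeing the values, it held 26.3%.

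For PL against LP the paper's number of differentially expressed genes is 102 and the value here is 2. The paper's overlap with PP against LL is 38 genes and the value here is 1. The paper counts 24 genes in the paternal and 17 in the maternal direction, and the values here are 1 and 0. DESeq2 gave 102, 35, 18 and 17, and no other alternative set before the data were examined came within 1.5 times of the paper's values.

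The paper assigns a mode of inheritance to 504 genes, and the value here is 157. The paper's number of dominant genes is 429 and the value here is 148. DESeq2 gave 539 and 507, and no other alternative set before the data were examined came within 1.5 times. DESeq2 with the label as a covariate, chosen after seeing the values, gave 199 and 195, outside that range. The paper's number of additive genes is 4 and the value here is 9. It came within 1.5 times without PP replicate 1, 2 or 6, LL replicate 1, 2, 3 or 4, PL replicate 1, 3, 4 or 5, or LP replicate 2, 3, 4 or 5, at 4 to 6 genes, and in no other alternative set before the data were examined. With the label as a covariate in DESeq2, chosen after seeing the values, it was 3. The paper's number of over- or underdominant genes is 71 and the value here, among the genes that differed between PP and LL, is 0 by edgeR and by DESeq2, with 0 also at an unadjusted p under 0.05 by edgeR. No alternative set before the data were examined came within 1.5 times of the paper's value. Counted over all tested genes, chosen after seeing the values, DESeq2 gave 89, within 1.5 times, and edgeR gave 33. How many of the paper's own called genes that count drops was not analysed here.

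The paper states that PP and LL separate on PC1, and its Methods place a correction for batch effects before the PCA. Without that correction PP and LL did not separate on PC1 here (exact permutation test, n = 7 each, p = 0.843) and separated on PC2 (exact permutation test, n = 7 each, p = 5.83e-04). They differed on PC1 with log2 CPM (exact permutation test, n = 7 each, p = 0.00233) and, in alternatives chosen after seeing the values, among the libraries without the label (exact permutation test, p = 0.0108) and with its effect removed (exact permutation test, p = 5.83e-04). The Methods of the paper speak of a higher variability among F_1_ samples, and here the ratio of F_1_ to parental spread within groups was 0.893 (permutation test, p = 0.491), and without the labelled PP and LL libraries 0.991 (permutation test, p = 0.958). The paper's Discussion makes another comparison, of the F_1_ variance with the variance between PP and LL. There the F_1_ variance was the larger here too, by 4.38 times, and by 3.45 times without the labelled PP and LL libraries. The spread within the PP and LL groups (0.356) also exceeded the variance between PP and LL (0.0726), over all genes that passed the filter. The larger variance is therefore not particular to the F_1_. Of the 12 genes that the text names as transcription factors, frizzled-5 or Notch, edgeR called 2 and DESeq2 called 11, all except Sbene_G13608.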

Other observations

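The tests in this part of the label of 2 technical replicates, of the letters in the sample IDs, of genes on in some libraries and off in others, of depth, of the non-coding share, of the alignment to the reference and of the excess of L-dominant genes, and the count of over- or underdominant genes over all tested genes, were chosen only after the results were seen.

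Other divisions of the 14 PP and LL libraries into groups of 7 were tested in the same way. Of 100 divisions, 1, the real one, gave as many genes as PP against LL by edgeR, and by DESeq2 1 of 40, so chance can be excluded for both counts. As many genes with an assigned mode of inheritance were found in 1 of 100, but this holds no test of its own, since a mode can be assigned only to genes called between the 2 groups and most other divisions called 0 genes by edgeR. For the 10 F_1_ libraries, 6 of 100 divisions gave as many genes by edgeR as PL against LP, and 5 of 40 by DESeq2, so chance cannot be excluded for either count. The overlap of the PL and LP genes with the PP and LL genes by DESeq2 was as large in 4 of 40, so chance cannot be excluded for it.

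Apart from PL against LP, 4 of the 100 divisions of the F_1_ libraries kept all libraries that share a letter in the sample IDs of STable 1 on one side. By edgeR they gave 1495 genes (PL replicates 1 and 2 with LP replicates 1, 2 and 3), 475 (PL replicates 1, 3, 4 and 5 with LP replicate 4), 2 (PL replicates 1, 3, 4 and 5 with LP replicate 5) and 0 (PL replicate 1 with LP replicates 1, 2, 3 and 4). Of the 95 divisions that part a letter, 2 gave as many genes as PL against LP. The paper's text does not say what the letters stand for. Libraries of a cross that share a letter had a mean correlation of residuals of -0.0186, and those with different letters -0.339 (one-sided exact permutation test over 100 arrangements, p = 0.01, the smallest these can give). A candidate explanation for some of the calls between PL and LP is therefore that libraries with a shared letter are more alike than others. With the libraries summed by letter edgeR called 0 genes, but that leaves 3 samples per cross. An unadjusted p under 0.05 was found there for 206 genes, fewer than the 572.35 that chance alone would give. A parent-of-origin effect stays open, since the design names it.

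Of the 102 genes that DESeq2 called between PL and LP, 28 (27.5%) had a library under 5 and another over 50 normalized counts within the same cross. In 1000 lists of genes matched for mean count the share averaged 12.4%, with a range from 3.92% to 22.5%. Genes that are on in some clutches and off in others may therefore contribute to these calls.

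The F_1_ libraries differed from PP and LL, and all 10 carry the label of 2 technical replicates. In 392 genes that differed between the F_1_ libraries and a part of the unlabelled PP and LL libraries, the 3 labelled parental libraries lay on the F_1_ side in 91.6%, against 28.3% to 57.7% for single unlabelled libraries held out. A technical difference between labelled and other libraries is therefore consistent with part of the difference between F_1_ and parental oocytes. Further, 7 genes had no count in the 3 labelled parental libraries and over 50 normalized counts in each of the other 11, and all 7 had no count in the 10 F_1_ libraries. No other choice of 3 of the 14 parental libraries, out of 364, gave such a gene. The means of these genes in the other 11 libraries ran from 270 to 43764 normalized counts, and they include Sbene_G10277, a beta-Actin of STable 6. The reverse pattern was found for 1 gene, Sbene_G20008, chosen after its values were seen. A candidate explanation is a step in the processing of the reads, such as the annotation used for counting, that differed between the labelled libraries and the others, and which step was not tested. Over all tested genes, not only those that differed between PP and LL, edgeR placed 33 genes as over- or underdominant, 30 of them underdominant, and all 7 genes were among the 33. With the label as a covariate edgeR placed 0 there, with 182 at an unadjusted p under 0.05 against both parents, while DESeq2 placed 89 without and 23 with the covariate. In the F_1_ contrasts the label and the cross are separated only by those 3 parental libraries.

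Among the PP and LL libraries, those with the label detected more genes. With every library thinned to 7489256 counts, the labelled parental libraries had a count on 12256 ± 305 genes (SD, n = 3) and the others on 10635 ± 560 (SD, n = 11, two-sided exact permutation test, p = 0.00275). Depth of sequencing is therefore excluded as the whole cause among these 14 libraries. The F_1_ libraries, which all carry the label, had a count on 11697 ± 807 genes (SD, n = 10), from 10072 to 12546, and 7 of the 10 lay above the highest unlabelled library, at 11266. LP replicates 4 and 5 and PL replicate 2 did not.

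Dominant genes outnumbered additive ones. In 20 simulations every F_1_ gene lay midway between PP and LL in mean count, not on a log2 scale. The dominant share of dominant and additive calls there had a median of 97.5% and a range from 94.4% to 98.9%, while the observed share was 94.3%. Genes midway between the parents may therefore be called dominant because 1 of the 2 F_1_ contrasts falls short of its threshold. The simulations gave fewer dominant calls per called gene than the data, a median of 24.2% and a range from 19.2% to 29.0% against 44.3% observed (148 of 334). They also called more genes between PP and LL, from 669 to 818, so they differ from the data in more than the F_1_. L-dominant genes outnumbered P-dominant ones in all 20 simulations, with a median ratio of 2.41 and a range from 1.73 to 3.61, while the observed ratio was 1.31 (84 to 64). An excess of L-dominant genes by edgeR may therefore arise from genes midway between the parents, and the observed excess was smaller than in any of these simulations. DESeq2 was not simulated in this way. Dominance stays open.

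Non-coding genes took a larger share of the counts in LL than in PP, by 8.15 times. Without the 10 non-coding genes of highest count the ratio was 6.23, and the groups still did not overlap (two-sided exact permutation test, n = 7 each, p = 5.83e-04), which argues against a few genes as the whole cause. A difference between the morphs stays open, as do other technical causes that were not tested.

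PP libraries averaged a larger share of reads on genes than LL libraries, within the spread between libraries (30.2% ± 8.43 against 26.2% ± 4.10 of all reads, SD, n = 7 each, two-sided exact permutation test, p = 0.286). A lower alignment of LL reads to the PP reference cannot be told apart from no difference or from one between the morphs, since 68.8% ± 16.9 of reads aligned in PP and 63.0% ± 9.67 in LL (SD, n = 7 each, two-sided exact permutation test, p = 0.442) and no genome of the LL morph was used here.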
